# ER‐Localized Deadenylase *PNLDC1* Suppresses Colorectal Cancer Progression by Targeting the mRNA Decay of *TUBB4B*

**DOI:** 10.1002/exp2.70222

**Published:** 2026-09-21

**Authors:** Lexin Liu, Yuelin Guan, Yuzhou Qin, Guiping Chen, Guozhen Wang, Xiang Yan, Xue Li, Lei Sun, Wei Yu, Shi Ouyang, Zhichao Ma, Zihao Xu, Zhongkai Cao, Fan Yu, Tong Zhou, Ziyou Luo, Xiangjun Chen, Yongbin Yan, Lidan Hu

**Keywords:** colorectal cancer, deadenylase, patient‐derived tumor cell cluster, PNLDC1, TUBB4B

## Abstract

Colorectal cancer (CRC) remains a leading cause of cancer‐related mortality, highlighting the urgent need for novel therapeutic strategies. In this study, we find that PARN‐like Domain Containing protein‐1 (PNLDC1), an endoplasmic reticulum‐localized deadenylase, lower expresses in 91 clinical CRC tissues. Using both in vitro and in vivo models, we identify PNLDC1 as a key tumor suppressor by modulating cell cycle progression in CRC. RNA‐immunoprecipitation and sequencing analyses reveal that PNLDC1 binds cell cycle‐associated mRNAs, with *TUBB4B* emerging as a critical target. PNLDC1 downregulates *TUBB4B* mRNA, whose regulated degradation is essential for PNLDC1's tumor‐suppressive function. Restoration of TUBB4B expression counteracts PNLDC1‐mediated suppression of CRC cell proliferation, underscoring its pivotal role in CRC pathogenesis. Importantly, we demonstrate that the TUBB4B inhibitor, mebendazole, effectively suppresses the enhanced proliferation in lower‐expression PNLDC1 models, including cell, mouse xenografts, and patient‐derived tumor‐like cell clusters, positioning it as a promising therapeutic agent. These findings establish PNLDC1 as a valuable biomarker and therapeutic target, paving the way for developing novel CRC treatments.

## 1 Main

Colorectal cancer (CRC) is the third most prevalent cancer globally, accounting for approximately 10% of all cancer cases [1]. In 2023 alone, 153,020 individuals were diagnosed with CRC, including 19,550 patients under the age of 50 [2]. Due to its tendency for early‐stage metastasis, CRC is the second leading cause of cancer‐related mortality in high‐income regions and ranks fourth in lower‐income areas [3, 4]. Despite advancements in CRC diagnostics and treatment, the 5‐year survival rate remains suboptimal, around 56.5% in China and Europe and above 64% in United States [5]. CRC significantly impacts patients' quality of life and imposes substantial financial burdens, with annual treatment costs for stage I to stage IV CRC ranging from 56,099 to 82,729 CNY [6, 7]. These challenges highlight the urgent need for further research into CRC mechanisms to improve screening and treatment strategies.

Currently, standard therapeutic targets for CRC include EGFR, VEGF, and immune checkpoint inhibitors, which have shown varied effectiveness across patient subgroups [8, 9]. These therapies focus primarily on cell signaling pathways and tumor angiogenesis but are often limited by resistance mechanisms and adverse effects. The exploration of alternative molecular mechanisms in cancer has opened avenues for identifying new strategies that could supplement existing CRC treatments. Both genetic and environmental factors contribute to CRC etiology [10], and one area of particular interest is the regulation of gene expression through mRNA metabolism [11, 12, 13]. The timely degradation of aberrant mRNAs is essential for maintaining normal cellular function, and disruptions in these processes have been linked to various cancers. However, the full scope of how mRNA decay impacts CRC progression remains incompletely understood.

Deadenylation is a critical process in mRNA regulation that often initiates mRNA decay [14]. Various deadenylases, including CCR4, Nocturnin, PAN, CAF1, PARN, and PARN‐like Domain Containing protein‐1 (PNLDC1), play distinct roles in maintaining mRNA homeostasis [14, 15, 16]. Previous bioinformatic analyses have implicated PNLDC1 in CRC; however, its precise role—whether acting as a proto‐oncogene or tumor suppressor—remains debated [17, 18]. The subcellular distribution of eukaryotic mRNAs can precisely regulate protein expression and interfere with important physiological processes [19, 20]. Unlike other well‐characterized deadenylases within the cytoplasm and nuclear/mitochondrial matrix [21, 22], the function of PNLDC1 is undiscovered. Interestingly, PNLDC1 stands out as the only deadenylase potentially localized in the endoplasmic reticulum (ER) [23], and where mRNAs are enriched under physiological conditions [24, 25, 26]. Hence, understanding whether ER‐located PNLDC1's function in CRC could shed light on novel therapeutic mechanisms.

The tubulin beta 4B class IVb (TUBB4B) protein belongs to the β‐tubulin family and is an essential gene that regulates the cell cycle. Moreover, TUBB4B was reported to be involved in cancer. The epithelial–mesenchymal transition (EMT) process is dependent on TUBB4B decrease in CRC [27]. Overexpression of TUBB4B suppressed the EMT process of lung cancer cells [28, 29]. Inhibition of AGTPBP1 lead to TUBB4B downregulation and arrest G2/M cell cycle phase in pancreatic cancer [30].

In this study, we identify PNLDC1, an ER‐localized deadenylase, as a tumor suppressor in CRC using in vivo and in vitro models. Through RNA‐immunoprecipitation (RIP) and subsequent sequencing, we demonstrate that PNLDC1 binds a series of cell cycle‐related genes, highlighting *TUBB4B* as a key target. Our findings elucidate the underlying molecular mechanisms of PNLDC1's action, offering insight into how disruptions in mRNA decay contribute to CRC. Furthermore, we explore the therapeutic potential of the TUBB4B inhibitor mebendazole (MBZ), proposing it as a promising new strategy for CRC treatment.

## 2 Results

### 2.1 *PNLDC1* Is Downregulated in CRC Tissues

To investigate the potential role of PNLDC1 in CRC, we used our own clinical cohort specimens as well as public databases (Figure 1A). We initially analyzed its expression using publicly available online databases, including KMplot (http://kmplot.com/analysis/index.php?p = service), GEPIA (http://gepia2.cancer‐pku.cn/#survival), and cBio (http://www.cbioportal.org) which revealed significantly lower *PNLDC1* mRNA levels in CRC tissues compared to normal tissues (Figure 1B and Figure S1A). These results collectively indicate that *PNLDC1* exhibits low expression levels in tumor tissues. Tumor mutation burden (TMB) score was also positively correlated with *PNLDC1* methylation level (Figure S1B). *PNLDC1* expression demonstrated no significant association with tumor metastasis (Figure S1C). To validate the relationship between PNLDC1 and tumor based on cBio Portal, we examined PNLDC1 expression in 91 paired CRC and adjacent non‐cancerous tissues from clinical samples (Table S4). *PNLDC1* mRNA expression was significantly downregulated in CRC tissues compared to normal tissues (Figure 1C). Immunohistochemical (IHC) staining further demonstrated decreased PNLDC1 levels in CRC tissues (Figure 1D). RT‐qPCR and Western blot (WB) analyses (10 µg protein extract was loaded into each lane) demonstrated consistently reduced *PNLDC1* mRNA and protein levels in tumor tissues compared with paracancer tissues (Figure 1E,F). Notably, patients with *TP53* mutations exhibited significantly lower PNLDC1 expression, whereas no significant difference was observed in patients with *BRAF* mutations (Figure 1G,H). Additionally, no correlation was identified between PNLDC1 expression levels and overall survival, tumor stage, position, volume, or pathological classification (Figure S1D–I). Collectively, these findings suggest that PNLDC1 may serve as a diagnostic marker for CRC.

**FIGURE 1:**
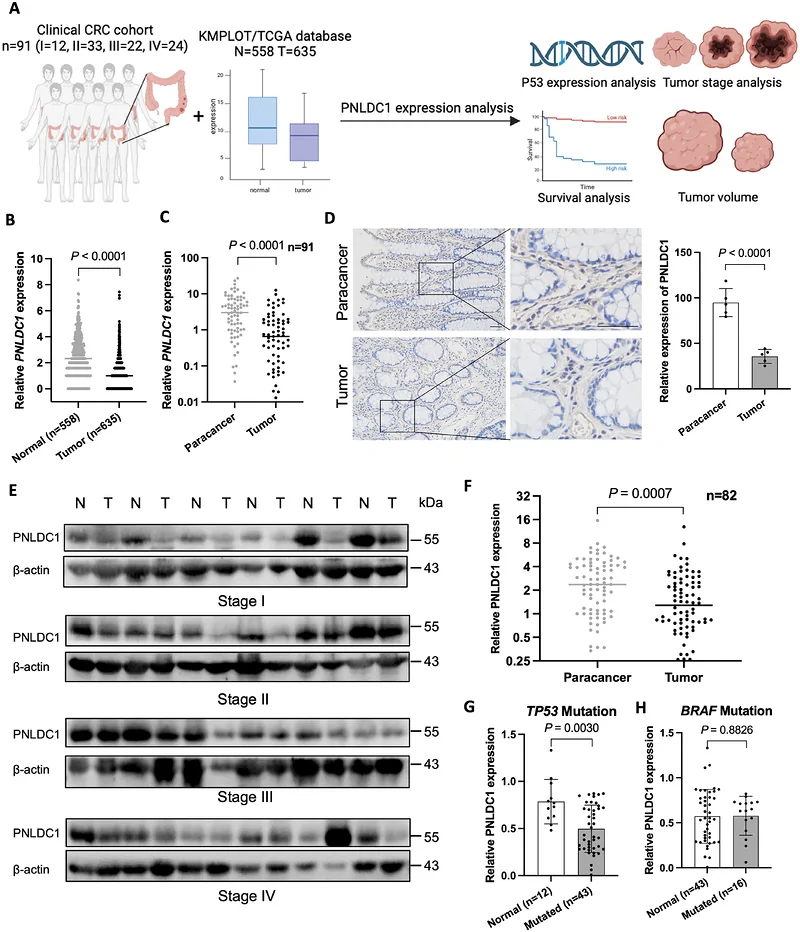
Analysis of PNLDC1 expression in CRC patients. (A) Schematic overview of the strategy used for analyzing PNLDC1 expression in CRC patients. (B) Comparison of *PNLDC1* mRNA expression between cancerous (*n* = 635) and normal colorectal tissues (*n* = 558) based on the KMplot database, showing lower *PNLDC1* levels in cancer tissues. (C) RT‐qPCR analysis of *PNLDC1* mRNA expression in CRC patient samples, highlighting reduced levels in tumor tissues compared to adjacent non‐tumor tissues (*n* = 91). (D) IHC analysis of PNLDC1 expression in CRC tissues, with representative images shown at a scale of 50 µm (*n* = 5). (E) Western blot analysis showing PNLDC1 expression across different CRC stages, comparing normal (N) and tumor (T) tissues. (F) Quantitative analysis of the WB results from panel (E) (*n* = 82). (G) Comparative analysis of PNLDC1 expression in CRC patient tissues with *TP53* mutations (*n* = 43) versus non‐mutated tissues (*n* = 12). (H) Comparative analysis of PNLDC1 expression in CRC patient tissues with *BRAF* mutations (*n* = 16) versus non‐mutated (*n* = 43) tissues.

### 2.2 Identification of *PNLDC1* as a Suppressor in CRC

To further explore the role of PNLDC1 in CRC, the expression of PNLDC1 was assessed in various CRC cell lines. HCT116 cells, which exhibited high PNLDC1 expression, were selected for *PNLDC1* knockout (KO) experiments (Figure S2A–C). Two independent isogenic *PNLDC1*‐KO clones named C10 and A5 were generated (Figure S2C). Colony formation and CCK‐8 assays showed that *PNLDC1* KO enhanced cell proliferation and colony‐forming ability (Figure 2A,B and Figure S2E–F). Then siRNA targeting *PNLDC1* was performed to knockdown (KD) *PNLDC1* which was verified by WB in HCT116 cells (Figure S2D). CCK‐8 assay revealed that KD of *PNLDC1* led to significant increase of cell viability (Figure S2H). Additionally, wound healing and transwell assays demonstrated that *PNLDC1* KO promoted cell migration and invasion (Figure 2C,G–H and Figure S2H). Cell cycle detection via flow cytometry and WB revealed an increased percentage of S phase cells and reduced G2/M phase cells in *PNLDC1* KO cells (Figure 2I–J). Therefore, we co‐stained these synchronized and arrested cells using antibodies against Phospho‐Histone H3 (Ser10) (p‐Histone H3), a well‐established marker specifically labeling chromatin in cells undergoing mitosis, and α‐tubulin, to visualize the microtubule cytoskeleton and spindle morphology. This detailed assessment revealed that *PNLDC1*‐KO cells exhibited a reduced proportion of cells in M‐phase (as quantified by pH3 positivity) compared to control cells following release from nocodazole. However, careful examination of mitotic cell morphology did not reveal significant abnormalities (Figure S2G). In addition, decreased p53 and p21 levels and increased cyclin E2 and CDK2 levels were observed (Figure 2K). To complement these findings, stable *PNLDC1*‐overexpressing (OE) HCT116 and SW480 cell lines were established (Figure S2 I,K‐L). OE of *PNLDC1* resulted in reduced cell viability and migration (Figure 2D–F and Figure S2J,M–N). In addition, the accumulation of the cell cycle inhibitor p21 in *PNLDC1* OE cell lines suggested that PNLDC1 induces cell cycle arrest (Figure 2K).

**FIGURE 2:**
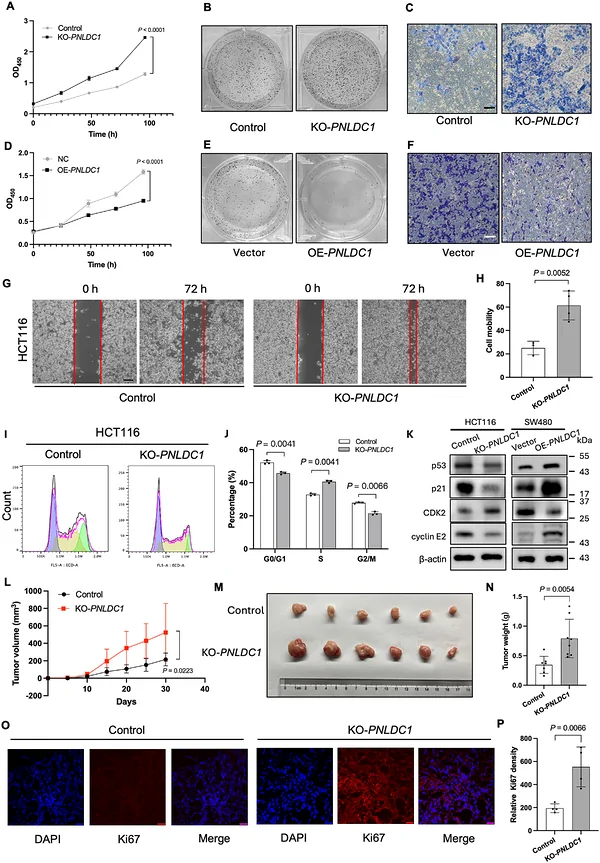
*PNLDC1* KO enhances the malignant phenotype of CRC cells. (A, B) *PNLDC1* KO in HCT116 cells increased cell proliferation as demonstrated by CCK‐8 assays and colony formation assays (*n* = 3). (C) Transwell migration assays showing enhanced migration in KO*‐PNLDC1* HCT116 cells compared to control cells (scale: 100 µm). (D, E) OE of *PNLDC1* in HCT116 cells inhibited cell proliferation as shown by CCK‐8 assays and colony formation assays (*n* = 3). (F) Transwell migration assays demonstrating reduced migration in *PNLDC1*‐OE HCT116 cells compared to vector controls (scale: 100 µm). (G, H) Scratch assays indicating that *PNLDC1* KO promotes cell migration in HCT116 cells (*n* = 3, scale: 100 µm). (I, J) Cell cycle analysis showing changes in cell cycle distribution in KO*‐PNLDC1* HCT116 cells (*n* = 3). (K) WB analysis of p53, p21, CDK2, and cyclin E2 protein levels in control and KO*‐PNLDC1* HCT116 cells. (L) Tumor growth curve over time in mice implanted with control or KO*‐PNLDC1* HCT116 cells (*n* = 6 mice per group). (M) Images of tumors excised from subcutaneous xenograft models treated with HCT116 control and KO*‐PNLDC1* cells (*n* = 6 mice per group). (N) Tumor weight comparison between the control and KO*‐PNLDC1* groups (*n* = 6 mice per group). (O, P) Immunofluorescence analysis of Ki67 expression in xenograft tumors, indicating higher proliferation in KO*‐PNLDC1* tumors (*n* = 4, scale: 20 µm).

In vivo experiments further validated these observations. NOD/ShiLtJGpt‐Prkdcem26Cd52II2rgem26Cd22/Nju (NCG) mice injected with *PNLDC1* KO HCT116 cells exhibited tumors that grew approximately twice as fast as those in the control group (Figure 2L,M). After 30 days, tumor weights were higher in the *PNLDC1* KO group, with increased Ki67 expression observed (Figure 2N–P). These results underscore PNLDC1 acts as a tumor suppressor in CRC both in vitro and in vivo.

### 2.3 Subcellular Localization of PNLDC1

To further elucidate the mechanism of PNLDC1 in CRC, we first investigated the subcellular localization of endogenous PNLDC1 in cell lines. Using RT‐qPCR, we identified HCT116 and MRC5 cells with high PNLDC1 expression for further analysis (Figure S3A). Immunofluorescence staining revealed that PNLDC1 exhibited a strong co‐localization with the PDI, ER marker, indicated by higher Pearson's correlation coefficients compared to other ER markers, calnexin and BiP (Figure 3A and Figure S3B). Similarly, cell fractionation and WB analysis further confirmed the enrichment of PNLDC1 in membrane fractions (Figure 3B). GFP‐tagged exogenous PNLDC1 was also detected in HEK293T cells, consistent with previous findings that exogenous PNLDC1 localized to the ER (Figure S3C) [24]. These findings demonstrate that PNLDC1 is predominantly localized in the ER.

**FIGURE 3:**
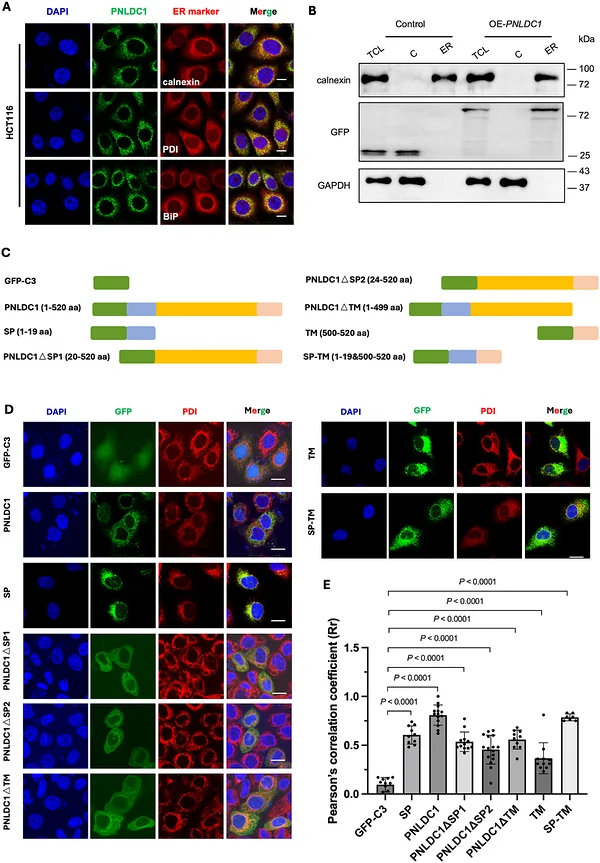
Domain mapping of PNLDC1 localization to the ER. (A) Representative fluorescence confocal images showing the localization of endogenous PNLDC1 in HCT116 cells, which express high levels of PNLDC1. ER markers calnexin, BiP, and PDI were used for co‐localization analysis (scale: 10 µm). (B) WB analysis demonstrating the ER localization of PNLDC1 in HEK293T cells. Total cell lysates (TCL), cytosolic (C), and ER‐enriched (ER) fractions were analyzed. (C) Schematic representation of full‐length PNLDC1 and various truncated constructs, including SP (1‐19 aa), PNLDC1ΔSP1 (20‐520 aa), PNLDC1ΔSP2 (24‐520 aa), PNLDC1ΔTM (1‐499 aa), TM (500‐520 aa), and SP‐TM (1‐19 and 500–520 aa). (D) Representative fluorescence confocal images showing the subcellular localization of truncated PNLDC1 constructs in HEK293T cells (scale: 10 µm).

Bioinformatics modeling predicted the isoform (520 aa) harbors a signal peptide (SP) and a transmembrane (TM) region. Immunofluorescence of PNLDC1 truncations revealed that both the SP and TM domains were necessary for ER localization (Figure 3C–E), suggesting a structural basis for its role in ER.

### 2.4 Identification of PNLDC1‐Binding Motifs on RNA

To explore how ER‐localized PNLDC1 contributes to CRC progression, we assessed its enzymatic activity. Deadenylation assays performed on cell lysates and ER‐enriched fractions of HA‐PNLDC1‐expressing HEK293T cells demonstrated significantly higher AMP production (peak at 18.8 nm) compared to vector controls (Figure 4A and Figure S4A). As a product of deadenylation, AMP reflects the cleavage of poly(A) tails from mRNA, confirming PNLDC1's robust deadenylase activity. RIP sequencing (RIP‐seq) was conducted to identify PNLDC1‐binding targets in HCT116 and HEK293T cells (Figure 4B,C). 

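HCT116 is a human colorectal carcinoma line and HEK293T is a line derived from human embryonic kidney. In RIP-seq a protein is captured from cell lysate with an antibody and the RNA that comes down with it is sequenced, and beads with IgG give the background of each cell line. The deposited table holds 2 libraries per group for 4 groups, HCT116 IgG, HCT116 PNLDC1, HEK293T IgG and HEK293T PNLDC1. Nothing in the sources used here says that the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Total counts were 14611742 and 13727655 for HCT116 IgG, 15597180 and 13687761 for HCT116 PNLDC1, 16037386 and 14797409 for HEK293T IgG, and 16659251 and 15470891 for HEK293T PNLDC1. Input libraries were not analysed here. The authors trimmed reads with fastp and aligned them to hg38 with bowtie2, which does not split reads across introns, and deposited counts and FPKM values for 22312 gene models of 19514 names. How reads were assigned to genes, and whether strand was used, is not given in the sources used here. Some genes have extra models on alternate loci that hold counts of their own. CANX and PARN had too few counts on their main model to be tested. Counts were normalized by TMM and 12917 genes were tested with edgeR's quasi-likelihood test in 1 fit over all 8 libraries, with Benjamini-Hochberg adjustment, and again within each cell line. The log2 CPM values of the 2 replicates correlated across genes with r = 0.984 (IgG) and 0.981 (PNLDC1) in HEK293T, and with r = 0.901 (IgG) and 0.818 (PNLDC1) in HCT116. The biological coefficient of variation was 80.6% in HCT116 and 10.7% in HEK293T when each line was fitted on its own, and 57.4% in the fit over all 8 libraries. That fit therefore used a smaller spread for HCT116 and a larger one for HEK293T than each line showed. In data simulated with each line's own spread, 72 of its 125 HCT116 calls were false (57.6%), against 2 of 27 for HCT116 fitted on its own (7.41%). In HEK293T it made no false call among 29 but recovered 3% of genes changed by a log2 fold change of 1, against 77% for HEK293T fitted on its own.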

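In HCT116 cells, 74 genes were higher and 314 lower in PNLDC1 than in IgG RIP samples at an adjusted p under 0.05 in the fit over all 8 libraries. A large part of these genes had no read in one group: 14 of the 74 were at 0 counts in both IgG libraries, and 205 of the 314 were at 0 counts in both PNLDC1 libraries. With at least 10 counts required in every library, 65 genes were higher and 29 lower in HCT116. FAT4, which encodes an atypical cadherin, had counts of 117 and 142 with PNLDC1 and 0 in both IgG libraries, at least 80.4-fold higher against a floor of 3 counts over the group (adjusted p = 0.0361 from edgeR). ZFAT, a zinc finger transcription factor, had counts of 141 and 132 with PNLDC1 and was at least 84.7-fold higher (adjusted p = 0.0361 from edgeR). MAN2A2, a mannosidase of the Golgi, had counts of 261 and 191 with IgG and 0 in both PNLDC1 libraries, at least 162-fold lower (adjusted p = 0.0361 from edgeR). The bounds for FAT4, ZFAT and MAN2A2 cover counting error only. In HCT116, 58 genes for IgG and 710 for PNLDC1 were at 0 in one replicate and at 100 or more in the other. In HEK293T cells, 2 genes were higher, RPS19 and RPS15, which encode proteins of the small ribosomal subunit, and 3 were lower, SSB, HMGB2 and EIF5B. The log2 fold change was 0.50 for RPS19 (standard error 0.04, adjusted p = 0.0258) and 0.48 for RPS15 (standard error 0.04, adjusted p = 0.0258). SSB, which encodes the La protein that binds the 3′ ends of small RNAs, had a log2 fold change of -1.41 (standard error 0.09, adjusted p = 0.0169), and the translation initiation factor EIF5B one of -0.65 (standard error 0.05, adjusted p = 0.0258). These 5 genes also passed with HEK293T fitted on its own. With a GC correction, chosen after the data were seen, none of the 5 passed over all 8 libraries. With HEK293T on its own and that correction, all but RPS15 (adjusted p = 0.126) passed. No gene was higher in both lines in the fit over all 8 libraries, where 74 and 2 calls give 0.0115 expected by chance. With at least 10 counts in every library 7 were, without HCT116 PNLDC1 replicate 1 or 2 these were 17 and 15, and by DESeq2 131, and 756 genes in HCT116 and 439 in HEK293T were higher at an unadjusted p under 0.05. Fitted on its own, HCT116 gave 0 genes higher and 0 lower of 10906 tested (842 at an unadjusted p under 0.05, and 257 higher and 305 lower by DESeq2), and HEK293T gave 1565 higher and 1342 lower of 12249. In data simulated with each line's own spread, 133 of 200 HCT116 calls by DESeq2 on that line alone were false (66.5%). With the GC correction, HEK293T on its own gave 342 higher and 474 lower, 41.9% of calls higher against 53.8%. In the fit over all 8 libraries the HCT116 counts were 0 and 0 without any one of the 4 HEK293T libraries, 539 and 1152 without HCT116 PNLDC1 replicate 1, and 764 and 2525 without HCT116 PNLDC1 replicate 2, and the HEK293T counts were 0 and 0 without any one HEK293T or HCT116 IgG library and 37 and 18 without either HCT116 PNLDC1 library.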

RIP peak distribution analysis demonstrated PNLDC1 was predominantly mapped to 3′UTR of mRNAs, with a preference for adenine‐rich motifs in both cell lines (Figure 4D,E), consistent with previous studies showing PNLDC1 has poly(A) tail affinity [31]. 

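Few genes of the cell cycle passed the test between PNLDC1 and IgG RIP samples in the fit over all 8 libraries. Gene lists named here were set before the data were examined unless said otherwise. Of 54 genes of the G2/M phase in HEK293T, 1 was lower and none was higher (also when adjusted over the list alone), and the list as a whole lay lower than other genes (median log2 fold change -0.12, adjusted p = 0.0269 from limma's camera with a preset correlation; adjusted p = 0.259 with an estimated correlation). The lower gene was HMGB2, a chromatin protein, with a log2 fold change of -0.76 (standard error 0.05, adjusted p = 0.0169 from edgeR), and CDC20, an activator of the anaphase-promoting complex, had a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.388). In HCT116 none of the 54 G2/M genes passed, also when adjusted over the list alone, and the list did not pass as a whole (adjusted p = 0.980); the mitotic kinesin KIF11 had the smallest p (log2 fold change -0.66, standard error 0.13, adjusted p = 0.0620). Of 42 S phase genes in HCT116, the histone chaperone NASP was higher (log2 fold change 0.53, standard error 0.06, adjusted p = 0.0361) and the replication fork protein TIPIN lower (log2 fold change -1.01, standard error 0.17, adjusted p = 0.0400), the same counts as when adjusted over the list alone, and the list did not pass as a whole (adjusted p = 0.764). In HEK293T none of the 42 passed on either adjustment (list adjusted p = 0.345). Among 37 positive regulators of the cell cycle, CDK4, a kinase of the G1 phase, was lower in HCT116 with counts of 44 and 123 in the IgG libraries and 1 and 0 in the PNLDC1 libraries (adjusted p = 0.0410), the other 36 did not pass, and the list did not pass as a whole (adjusted p = 0.960). In HEK293T none of the 37 passed on either adjustment (list adjusted p = 0.774). For 34 genes of the DNA damage checkpoint, TIPIN was the gene that passed in HCT116 (list adjusted p = 0.555) and none passed in HEK293T (list adjusted p = 0.283). The deposited table's GO term for the G2/M transition was looked at after the data had been seen. Of its 85 tested genes none passed in HEK293T (adjusted p = 0.429 from camera). In HCT116, 1 was higher and 1 lower (adjusted p = 0.835 from camera). The fry test is of a list against no change and not against other genes. In HCT116 it gave adjusted p-values of 0.0262 for the positive regulators and 0.0294 for the checkpoint list. Both lay below 0, with median log2 fold changes of -0.18 and -0.40, and the median over all genes tested was -0.076. With HEK293T fitted on its own, 8 G2/M genes were higher and 14 lower, 3 S phase genes were higher and 10 lower, 7 positive regulators were higher and 4 lower, and 3 checkpoint genes were higher and 8 lower. The shift of the G2/M list had an adjusted p of 0.0829 there. With a GC correction, chosen after the data were seen, that shift had an adjusted p of 0.953 over all 8 libraries and 0.937, pointing up, with HEK293T on its own. TIPIN in HCT116 did not pass with it over all 8 libraries (adjusted p = 0.0785). The G2/M shift also had an adjusted p of 0.0568 without HEK293T IgG replicate 1 and 0.131 without HEK293T PNLDC1 replicate 2. With HCT116 fitted on its own, or without any one of the 4 HEK293T libraries, none of the genes named for HCT116 passed, and TIPIN (adjusted p = 0.0791) did not pass without HCT116 IgG replicate 1 nor CDK4 (adjusted p = 0.0584) without HCT116 IgG replicate 2.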

Gene ontology (GO) and Gene Set Enrichment Analysis (GSEA) indicated that these target mRNAs are heavily involved in cell cycle regulation, further linking PNLDC1's deadenylase activity to CRC pathogenesis (Figure 4F–G and Figure S4B,C). RT‐qPCR analysis in CRC patients’ tissues identified *TUBB4B* as a key RNA target of PNLDC1 (Figure 4H and Figure S4D), validated by DNA electrophoresis (Figure 4I). To confirm PNLDC1's role in regulating *TUBB4B* mRNA stability, actinomycin D treatment was performed, revealing significantly delayed mRNA degradation in *PNLDC1* KO cells compared to controls (Figure 4J). To determine the functional domains of PNLDC1 involved in mRNA binding, we identified 15–490 amino acids (aa) region as the mRNA binding domain based on InterPro annotations (https://ebi.ac.uk). Corresponding truncation plasmids were constructed (Figure 4K). Moreover, we discovered that the 15–490 aa region is responsible for mRNA binding by using hybridization chain reaction (HCR) assays (Figure 4L). Since PNLDC1 is an ER‐localized protein, to investigate how its aberrant expression modulates ER stress pathways, we analyzed the expression of key pathway components (Figure S4E). Our results demonstrate that PNLDC1 selectively regulates the ATF4–CHOP axis of ER stress pathway by binding to specific regions of *ATF4* mRNA and promoting its destabilization (Figure S4E–I).

**FIGURE 4:**
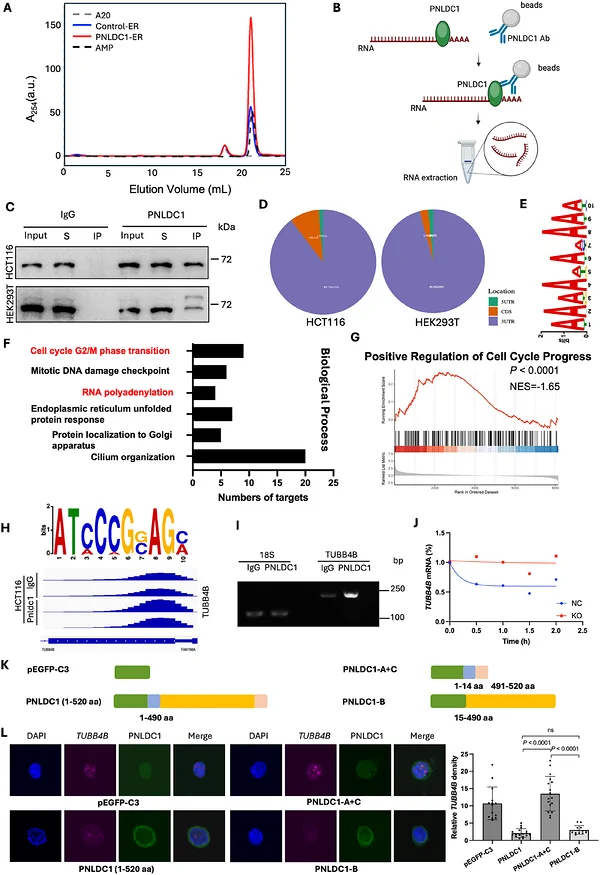
Identification of genome‐wide PNLDC1‐binding sites on RNA. (A) Deadenylase activity assay of microsome fractions isolated from HEK293T cells using size‐exclusion chromatography (SEC). Total protein content in each fraction was standardized based on bovine serum albumin (BSA) quantification. (B) Schematic representation of the RIP workflow used for identifying PNLDC1‐binding sites. (C) RIP analysis of PNLDC1 in HCT116 and HEK293T cells. (D) Distribution profile of PNLDC1‐binding peaks across the genome. (E) Analysis showing PNLDC1's poly(A)‐tail specificity. (F) GSEA indicating involvement in the regulation of the ER unfolded protein response and negative regulation of the response to ER stress. (G) Gene ontology (GO) analysis of the immunoprecipitated transcriptome, highlighting relevant biological processes. (H) Enriched sequence motifs identified in the top PNLDC1‐binding sites and *TUBB4B* as a representative target. (I) Electrophoresis results of *TUBB4B* RT‐qPCR products following RIP, confirming PNLDC1 binding. (J) Decay kinetics of *TUBB4B* mRNA measured by quantitative RT‐qPCR, showing reduced degradation rates under *PNLDC1*‐KO. (K) Schematic diagram of truncation plasmid construction. (L) HCR analysis shows the expression of *TUBB4B* mRNA levels of each truncation and control.

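Listed genes of the ER unfolded protein response did not pass the test between PNLDC1 and IgG RIP samples in the fit over all 8 libraries. Of 37 such genes, none passed in HCT116 (list adjusted p = 0.980 from limma's camera) or in HEK293T (list adjusted p = 0.805), also when adjusted over the list alone. Fry, which tests a list against no change and not against other genes, gave an adjusted p of 0.0262 in HCT116. The median log2 fold change of the list there was -0.11, against -0.076 over all genes tested. ATF4, the transcription factor of the PERK branch, had counts of 10967 and 10962 with IgG and 13759 and 13895 with PNLDC1 in HCT116, a log2 fold change of 0.24 (standard error 0.10, adjusted p = 0.252 from edgeR's quasi-likelihood test). In HEK293T its log2 fold change was -0.01 (standard error 0.10, adjusted p = 1). DDIT3, which encodes CHOP, had a log2 fold change of 0.34 in HCT116 (standard error 0.28, adjusted p = 0.599) and 0.39 in HEK293T (standard error 0.28, adjusted p = 1). ASNS, asparagine synthetase, had counts of 34 and 17 with IgG and 0 in both PNLDC1 libraries of HCT116 (adjusted p = 0.0514). Of 26 genes of the GO term for the ER unfolded protein response, 2 were lower in HCT116, also when adjusted over the list alone, the deubiquitinase gene YOD1 and QRICH1, both named after their values were seen. None of the 26 passed in HEK293T over all 8 libraries on either adjustment, while 0 were higher and 4 lower with HEK293T fitted on its own, and the term did not pass as a whole in HCT116 (adjusted p = 0.922) or in HEK293T (adjusted p = 0.774). With HEK293T fitted on its own, 3 of 36 listed genes were higher and 6 lower. There the chaperone HSP90B1 had a log2 fold change of -0.53 (standard error 0.06, adjusted p = 1.25e-08), HSPA5, which encodes BiP, one of -0.30 (standard error 0.06, adjusted p = 1.42e-04), and the disulfide isomerase P4HB one of 0.35 (standard error 0.06, adjusted p = 3.01e-05), against adjusted p-values of 0.321, 0.920 and 0.353 in the fit over all 8 libraries. P4HB did not pass on its own line with a GC correction chosen after the data were seen (adjusted p = 0.519). Neither YOD1 nor QRICH1 passed with HCT116 fitted on its own.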

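In the fit over all 8 libraries, the lists of RNA polyadenylation and cilium organization each gave 2 lower genes in HCT116 and none higher, that of protein localization to the Golgi gave none, and no member of the 3 passed in HEK293T. Among 28 polyadenylation genes, 2 were lower in HCT116, also when adjusted over the list alone. ZC3H14, a poly(A)-binding zinc finger protein, had counts of 119 and 228 with IgG and 0 in both PNLDC1 libraries, at least 124-fold lower (adjusted p = 0.0361 from edgeR's quasi-likelihood test), and CPSF6, a cleavage factor of the 3′ end, had a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.0361). Of 72 cilium genes, 2 were lower in HCT116, also when adjusted over the list alone. These were KIF3A, a kinesin of transport within cilia (log2 fold change -1.48, standard error 0.23, adjusted p = 0.0367), and TMEM17, a protein of the ciliary transition zone with counts of 19 and 30 against 0 and 0, at least 17.6-fold lower (adjusted p = 0.0399). The bounds for ZC3H14 and TMEM17 cover counting error only. None of 34 Golgi genes passed in either line on either adjustment. In HEK293T, VPS51, a part of a tethering complex of the Golgi, had a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.216). As whole lists in HCT116, polyadenylation had an adjusted p of 0.360, Golgi localization 0.960 and cilium organization 0.555 from limma's camera. In HEK293T these were 0.377, 0.774 and 0.283, and no member passed on either adjustment. The fry test, against no change, gave the polyadenylation list an adjusted p of 0.0281 in HCT116, where its median log2 fold change was -0.38. The deposited table also annotates genes with GO terms. Its term for protein localization to the Golgi held 1 gene that was higher in HCT116 (3 when adjusted over the list alone) of 16 tested, GAK, a kinase of clathrin-coated vesicles, named after its values were seen. The term did not pass as a whole in HCT116 (adjusted p = 0.360) or HEK293T (adjusted p = 0.774). Neither the term for RNA polyadenylation (6 genes tested, list adjusted p = 0.555 in HCT116 and 0.283 in HEK293T) nor that for cilium organization (15 genes tested, 0.555 and 0.774) held a gene that passed in either line over all genes. Adjusted over the list alone, 1 cilium gene was higher and 1 lower in HCT116, and 1 polyadenylation gene was lower in HEK293T. With HEK293T fitted on its own, 4 polyadenylation genes were higher and 7 lower, 5 Golgi genes were higher and 6 lower, and 7 cilium genes were higher and 8 lower. Of the GO terms, polyadenylation had 0 higher and 1 lower there, Golgi 4 and 3, and cilium 1 and 2. With HCT116 fitted on its own, or without any one of the 4 HEK293T libraries, none of the genes named for HCT116 passed. KIF3A did not pass with a GC correction chosen after the data were seen (adjusted p = 0.0593), without HCT116 IgG replicate 1 (adjusted p = 0.0611) or 2 (0.0561), nor TMEM17 without HCT116 IgG replicate 1 (0.0611) or 2 (0.0752) or HCT116 PNLDC1 replicate 1 (0.0523).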

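TUBB4B mRNA was higher in PNLDC1 than in IgG RIP samples of HEK293T cells when that line was fitted on its own, and did not pass the test in HCT116 cells. TUBB4B encodes a beta-tubulin and lies on chromosome 9 of hg38 from 137241287 to 137243707 on the plus strand. In HCT116 its counts were 6312 and 5450 with IgG and 5721 and 7581 with PNLDC1, or 449 ± 25.2 and 483 ± 152 TMM-normalized CPM (SD, n = 2 libraries). The log2 fold change was 0.10 (standard error 0.20, adjusted p = 0.905 from edgeR's quasi-likelihood test), with 0.39 without PNLDC1 replicate 1 and -0.25 without PNLDC1 replicate 2. In HEK293T its counts were 7851 and 8002 with IgG and 11748 and 9716 with PNLDC1, or 477 ± 28.3 and 638 ± 55.4 CPM (SD, n = 2 libraries). Here the log2 fold change was 0.42 (standard error 0.20, adjusted p = 0.880) in the fit over all 8 libraries, and 0.42 (standard error 0.06, adjusted p = 3.37e-06) with HEK293T fitted on its own. On its own with a GC correction, chosen after the data were seen, it was 0.087 and did not pass (adjusted p = 0.411 from edgeR). The difference between the 2 cell lines did not pass (log2 difference -0.32, standard error 0.29, adjusted p = 0.817).

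**Figure D1:**
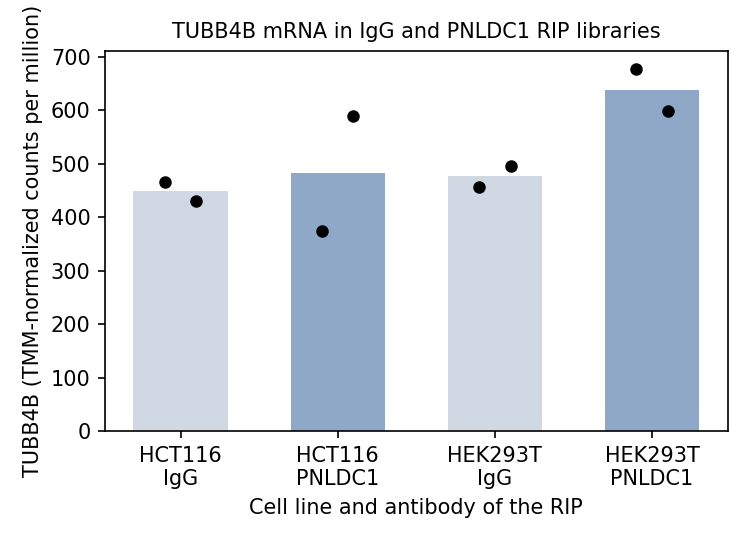
TMM-normalized CPM of TUBB4B (y axis) in the RIP samples by cell line and antibody (x axis); bars are means and points are the 2 libraries of each group. The 2 HEK293T PNLDC1 libraries, at 677 and 599, lie above the 2 HEK293T IgG libraries, at 456 and 496, while the 2 HCT116 PNLDC1 libraries, at 375 and 590, lie on either side of the 2 HCT116 IgG libraries, at 467 and 431.

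Of 15 tubulin genes tested in HCT116, TUBB4A, another beta-tubulin, was higher (log2 fold change 1.73, standard error 0.26, adjusted p = 0.0361) and TUBD1, the delta-tubulin, was lower, with counts of 210 and 148 with IgG and 0 in both PNLDC1 libraries, also when adjusted over the list alone (list adjusted p = 0.704 from limma's camera). Neither passed with HCT116 fitted on its own or without any one of the 4 HEK293T libraries, and TUBB4A did not pass without HCT116 IgG replicate 2 (adjusted p = 0.0530). In HEK293T none of the 15 passed on either adjustment in the fit over all 8 libraries, while the list as a whole was higher (adjusted p = 0.0269; adjusted p = 0.259 with an estimated correlation), and 5 were higher with HEK293T fitted on its own, among them TUBG1, the gamma-tubulin, and TUBB3. The shift of the list did not pass on that line alone (adjusted p = 0.0829) or with no filter (0.0572). The fry test, which is of the list against no change and not against other genes, gave an adjusted p of 0.0931. It had an adjusted p of 0.0568 without IgG replicate 1, 0.0940 without IgG replicate 2 and 0.366 without PNLDC1 replicate 1 of HEK293T. TUBB is not among the 15, since its main model held 0 to 2 counts per library while a copy on an alternate locus held up to 3531. Tubulin genes are similar in sequence, and how reads that match several of them were counted is not given in the sources used here. The GC content of the TUBB4B transcript is 59.3%, and fold changes in HEK293T correlated with GC content across genes. After a correction for GC content its log2 fold change with HEK293T fitted on its own was 0.09 (standard error 0.05, adjusted p = 0.411). With that correction, chosen after the data were seen, the list of tubulins in HEK293T had an adjusted p of 0.953 over all 8 libraries and did not pass on its own line. TUBG1 (adjusted p = 0.314) and TUBB3 (0.488) did not pass there with it, nor did TUBB4A in HCT116 over all 8 libraries (0.0517). The letters of the motif in Fig. 4H match TUBB4B mRNA at 1 place, ATCCAGGAGC, on chromosome 9 from 137243338 to 137243347, in the coding part of exon 4 of 4 and not in the 3′ UTR. Its sequence context in the transcript is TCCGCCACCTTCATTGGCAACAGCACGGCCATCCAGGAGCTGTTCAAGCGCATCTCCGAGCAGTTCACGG. The letters were read by eye and sought in 1 transcript per gene, and 1221 of 12825 transcripts hold a match, so a match alone does not mark a binding site. The paper presents TUBB4B as a representative target of PNLDC1, beside the motifs enriched in the top binding sites (Fig. 4H).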

### 2.5 PNLDC1 Regulated the Expression of TUBB4B

To investigate the regulatory relationship between PNLDC1 and TUBB4B, we measured TUBB4B expression in online database, cell lines, mice xenografts, and patient tissues.

We conducted comprehensive analyses across three authoritative portals (TIMER2.0 http://timer.comp‐genomics.org, cBioPortal http://www.cbioportal.org, and LinkedOmics https://www.linkedomics.org) on the correlation between *PNLDC1* and *TUBB4B* and found that the expression of *PNLDC1* and *TUBB4B* is inversely correlated (Figure S5A–C).

**FIGURE 5:**
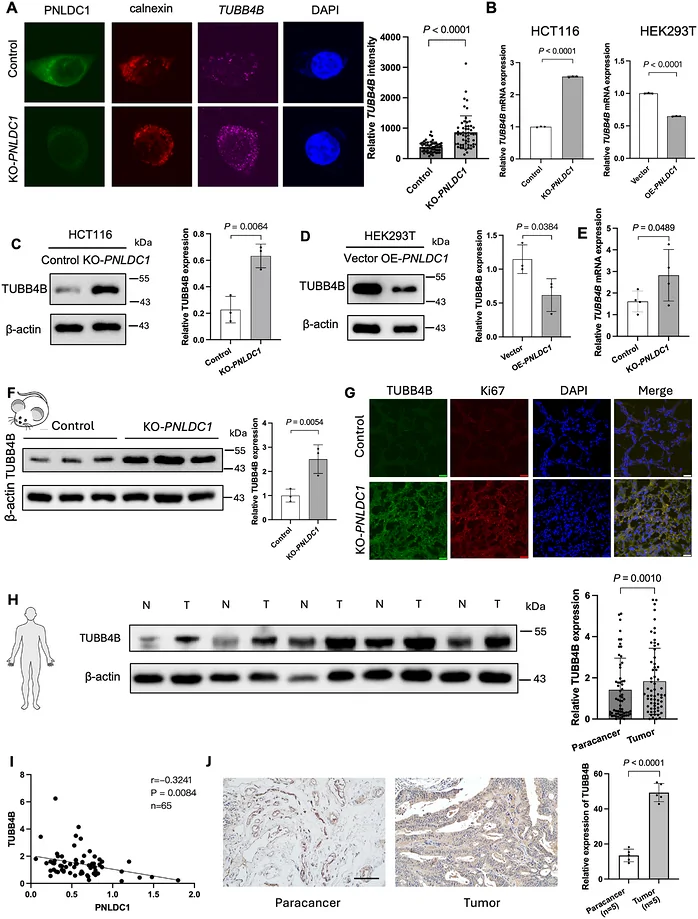
*PNLDC1* KO stabilizes the mRNA expression of *TUBB4B*. (A) HCR analysis shows increased *TUBB4B* mRNA levels in KO*‐PNLDC1* HCT116 cells compared to controls (*n* = 56). (B) RT‐qPCR results indicating higher *TUBB4B* mRNA levels in KO*‐PNLDC1* HCT116 cells and reduced levels in OE*‐PNLDC1* HEK293T cells compared to controls. (C) WB analysis of TUBB4B protein expression in HCT116 cells. (D) WB analysis of TUBB4B protein expression in HEK293T cells. (E) RT‐qPCR results confirming *TUBB4B* mRNA expression in control and KO*‐PNLDC1* HCT116 cells. (F) WB analysis showing TUBB4B protein expression in tumors from xenograft mice treated with control and KO*‐PNLDC1* HCT116 cells (*n* = 3). (G) Immunofluorescence images of TUBB4B and Ki67 expression in xenograft tumors treated with HCT116 control and KO*‐PNLDC1* cells (scale: 20 µm). (H) WB analysis comparing TUBB4B expression in paracancerous and cancerous tissues (*n* = 65). (I) Correlation analysis of PNLDC1 and TUBB4B expression in CRC patient samples, showing an inverse relationship (*n* = 65). (J) IHC of TUBB4B of paracancer and tumor tissues from CRC patients (*n* = 5, scale: 100 µm).

HCR assays indicated that *TUBB4B* mRNA levels were elevated in *PNLDC1* KO cells and reduced in *PNLDC1* OE cells (Figure 5A and Figure S5D). WB analysis confirmed that TUBB4B protein levels were upregulated in *PNLDC1* KO and downregulated in *PNLDC1* OE cells (Figure 5B–E). In mouse xenograft models, TUBB4B expression was notably higher in tumors derived from *PNLDC1* KO cells (Figure 5F), consistent with TUBB4B upregulation in tumor tissues compared to paracancerous tissues in patients (Figure 5G). Importantly, clinical correlation analysis revealed an inverse relationship between PNLDC1 and TUBB4B expression (Figure 5H–J and Figure S5E). These findings establish *TUBB4B* as a critical downstream target of PNLDC1.

### 2.6 Targeting TUBB4B Reverses PNLDC1‐Mediated Cell Cycle Dysregulation

To further investigate the impact of PNLDC1 on the cell cycle, we constructed a protein–protein interaction (PPI) network using the STRING database, which revealed a direct interaction between TUBB4B and p53 (Figure S6A). To verify the result of STRING database, co‐immunoprecipitation (Co‐IP) was performed in CRC tissue and found that TUBB4B and p53 co‐immunoprecipitated, indicating their protein interaction (Figure 6A). siRNA‐mediated KD of *TUBB4B* in *PNLDC1* KO HCT116 cells restored p53 and p21 levels without affecting CDK2 and cyclin E2 (Figure 6B and Table S3). From Drug–Gene Interaction Database (DGIdb), we identified 84 known TUBB4B inhibitors. Among all candidates, MBZ demonstrated a higher binding affinity score (0.12), justifying its prioritization for pharmacological effects. Pharmacological inhibition of TUBB4B using MBZ further validated these findings. MBZ treatment suppressed cell growth in a dose‐dependent manner (IC_50_ = 0.53 µM; Figure 6C,D and Figure S6B) and induced G2/M phase arrest (Figure 6E and Figure S6D). In vivo, MBZ treatment (50 mg kg^−1^, oral administration) significantly inhibited tumor growth in *PNLDC1* KO cell‐derived xenografts (CDX) (Figure 6F–I and Figure S6C), with reduced TUBB4B expression (Figure 6J,K and Figure S6E). Furthermore, we detected the expression of tubulins after 96‐h MBZ treatment, and found that though *PNLDC1* KD did not affect tubulins’ expression, the administration of MBZ does not induce compensatory upregulation of other microtubule proteins. It causes a decrease in α‐tubulin and β‐tubulin expression but does not alter the levels of γ‐tubulin or the β‐tubulin subtype TUBB3 (Figure S6F–H). Moreover, the combinatorial regimen of MBZ and cisplatin was evaluated, and observed a synergistic effect between the two agents (Figure S6I–J). These findings highlight the therapeutic potential of targeting the PNLDC1‐TUBB4B axis in CRC, demonstrating that inhibiting TUBB4B effectively reverses the dysregulated cell cycle and tumor growth driven by *PNLDC1* deficiency.

**FIGURE 6:**
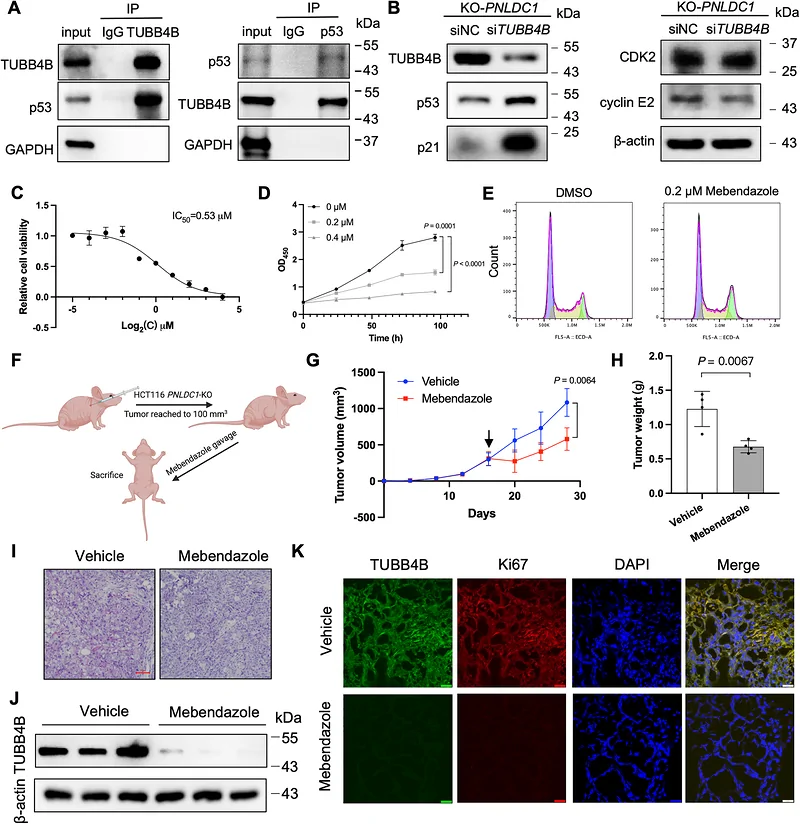
Inhibition of TUBB4B reverses tumor progression caused by *PNLDC1* deficiency. (A) TUBB4B‐p53 interaction validated by Co‐IP in CRC tissue. (B) WB analysis showing the expression levels of TUBB4B, p53, p21, CDK2, and cyclin E2 in KO*‐PNLDC1* HCT116 cells and those treated with si*TUBB4B* (*n* = 3). (C) Dose–response curves of HCT116 cells treated with MBZ for 48 h (*n* = 3). (D) CCK‐8 assay results indicating that MBZ inhibits HCT116 cell growth in a dose‐ and time‐dependent manner (*n* = 3). (E) Analysis showing that MBZ treatment increases the proportion of cells in the G2/M phase (*n* = 3). (F) Schematic representation of the MBZ administration strategy used in xenograft models. (G, H) Tumor growth curves and tumor weights of HCT116*‐PNLDC1*‐KO xenografts treated with vehicle or MBZ via oral gavage (arrow shows the time of MBZ administration) (*n* = 4). (I) Hematoxylin and eosin (H&E) staining of xenograft tumors treated with vehicle or MBZ (scale: 50 µm). (J) WB analysis of TUBB4B protein expression in xenograft tumors derived from KO*‐PNLDC1* HCT116 cells treated with vehicle or MBZ (*n* = 3). (K) Immunofluorescence images of xenograft tumors showing TUBB4B expression in KO*‐PNLDC1* HCT116 cells treated with vehicle or MBZ (scale: 20 µm).

### 2.7 Therapeutic Potential of MBZ in Patient‐Derived Tumor‐Like Cell Clusters

To better simulate clinical conditions, we evaluated the effect of TUBB4B inhibition using MBZ in patient‐derived tumor‐like cell clusters (PTCs) (Figure 7A–E) [32]. MBZ treatment resulted in a significant, concentration‐dependent reduction in PTC viability (Figure 7D and Figure S7A). Additionally, measurements of cell area revealed that MBZ treatment effectively decreased PTC size (Figure 7F and Figure S7B–D). These results underscore the potential of MBZ as a therapeutic agent targeting the PNLDC1‐TUBB4B axis in CRC, further supporting its clinical applicability in reducing tumor cell viability and growth.

**FIGURE 7:**
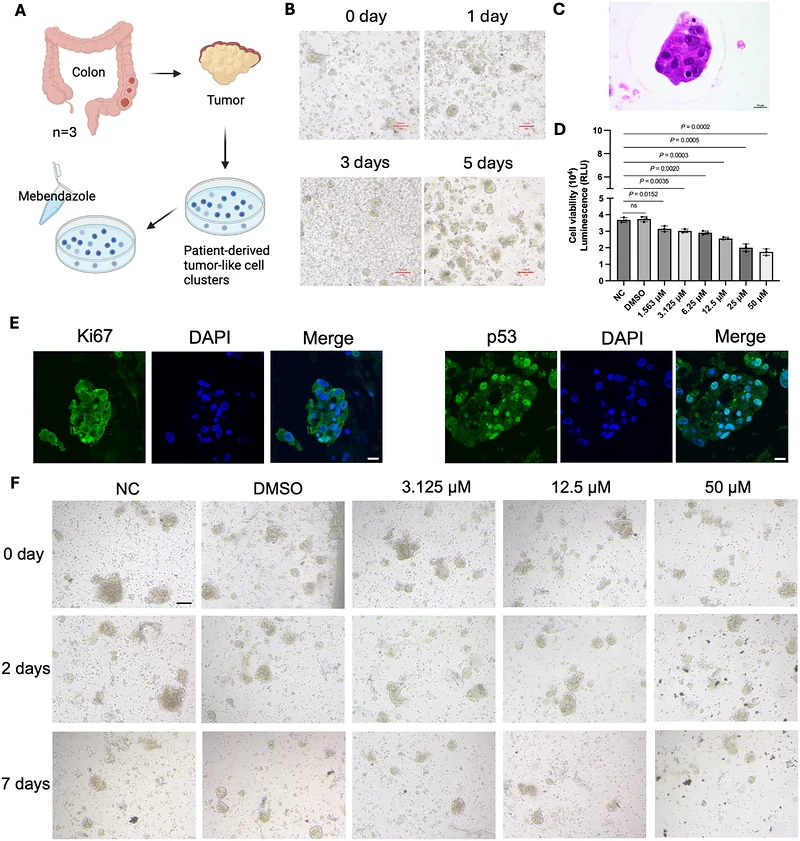
The effect of MBZ on PTCs. (A) Schematic overview of the process for generating PTCs. (B) Representative images showing the successful formation of PTCs (scale: 100 µm). (C) Hematoxylin and eosin (H&E) staining of PTCs, confirming tissue morphology (scale: 10 µm). (D) Analysis demonstrating that high concentrations of MBZ significantly reduce PTC cell viability (*n* = 3). (E) Immunofluorescence staining of Ki67 and p53 in PTCs, indicating the effect of MBZ on proliferation and tumor suppression markers (scale: 10 µm). (F) Dose‐dependent reduction in PTC area following MBZ treatment (scale: 100 µm).

## 3 Discussion

PNLDC1 is an RNA‐binding protein that plays a well‐established role in spermatogenesis; however, recent evidence also links it to the pathogenesis of various cancers, including ovarian cancer and CRC by bioinformatic analyses [18, 33]. Its function as either a promoter or suppressor of tumorigenesis has remained unresolved. In this study, we establish PNLDC1 as a novel ER‐localized deadenylase with tumor‐suppressive properties in CRC. By mediating the degradation of *TUBB4B* mRNA, PNLDC1 modulates cell cycle progression. Cancer‐testis antigens (CTAs) are characterized by highly restricted expression in germline tissues and aberrant activation in diverse malignancies [34]. The striking downregulation of PNLDC1 in CRC together with its testis‐restricted expression pattern strongly suggests that PNLDC1 exhibits CTA‐like expression features.

mRNA degradation plays a fundamental role in post‑transcriptional gene regulation and is essential for maintaining cellular homeostasis and proteostasis [35]. Deadenylases constitute a major class of enzymes responsible for initiating mRNA decay by removing poly(A) tails, thereby modulating transcript stability, gene expression, and key cellular processes including cell cycle progression and apoptosis [36, 37, 38, 39, 40]. Dysregulation of deadenylation has been increasingly implicated in cancer, as exemplified by PARN, CNOT6, CNOT7, and NOCT, which affect tumor growth and metabolism by stabilizing oncogenic transcripts or destabilizing tumor suppressor mRNAs [41]. Our previous work and others have shown that CCR4 and PARN regulate proliferation and tumorigenicity by modulating p21 expression [37, 42]. Similarly, blocking CCR4 suppressed *SLC7A11* mRNA deadenylation in hepatoblastoma [43]. Collectively, these studies underline the central role of deadenylases in cancer development.

Accumulating evidence suggests that aberrant mRNA stability serves as a master regulatory mechanism in CRC carcinogenesis. Stabilization of oncogenes such as *MYC*, *CCND1*, and *VEGFA* enhances proliferative and angiogenic signaling, while enhanced decay of tumor suppressors including *PTEN* and *CDKN1A* disrupts growth control [44, 45]. In addition, stabilization of *CTNNB1* amplifies Wnt/β‑catenin signaling [46], altered 3′UTR regulation of *EGFR* modulates receptor abundance [47], and *TP53* mRNA instability compromises DNA damage responses [48]. These observations underscore that malignant phenotypes—ranging from proliferation to EMT, metastasis and therapy resistance—can emerge from perturbations in mRNA decay pathways [49, 50].

In the context of CRC, certain deadenylases have emerged as modulators of tumor progression. For example, inhibition of CNOT2, a subunit of the CCR4–NOT complex, has been shown to activate p53 signaling and induce apoptosis in CRC cells [51]. Although PARN has been implicated in mRNA decay and the DNA damage response in cancers such as esophageal [52], glioblastoma [53], gastric, and breast cancers [42, 54], there is currently no direct evidence linking PARN dysfunction to CRC. Similarly, NOCT, a circadian‐regulated deadenylase within the CCR4 family, has demonstrated metabolic functions, but its role in CRC remains underexplored [55]. However, most studies to date have focused on cytoplasmic deadenylation, leaving the spatial organization of mRNA decay within subcellular compartments largely unexplored in CRC.

To our knowledge, PNLDC1 is the only ER‐localized deadenylase, distinct from canonical CCR4–NOT members. Previously reported for its role in spermatogenesis through piRNA trimming and transposon silencing [56, 57], its function in mRNA regulation has not been characterized. Our study is the first to confirm the specific domains responsible for PNLDC1's ER localization, demonstrating that the SP and TM regions are essential for its targeting (Figure 3). Here, we demonstrate that PNLDC1 directly binds *TUBB4B* mRNA through a specific motif (Figure 4), regulating its stability and thereby influencing CRC tumorigenesis. This ER‐localized activity of PNLDC1 represents a novel layer of post‐transcriptional regulation, integrating mRNA decay with cellular stress responses and cell cycle control.

Notably, we observed that *TP53*‑mutant CRC samples displayed reduced *PNLDC1* expression. Although the regulatory mechanism linking *TP53* and PNLDC1 remains undefined, several hypotheses merit further investigation. Wild‐type p53 may transcriptionally activate PNLDC1 via direct promoter binding [58], a function potentially lost or antagonized by mutant p53. Additionally, p53‐regulated microRNAs, such as the miR‐34 family and miR‐17‐92 cluster, may modulate RNA‐binding proteins or deadenylases, thereby influencing PNLDC1 expression indirectly [59, 60, 61]. Future studies should explore whether PNLDC1 harbors p53 response elements within its promoter region or is repressed through p53‐dependent miRNA networks in CRC.

TUBB4B, here identified as a key PNLDC1 target, is known to be enriched in membrane fractions and to play roles in cell cycle regulation [62]. Previous studies showed that TUBB4B downregulation induces G2/M phase arrest in non‐alcoholic fatty liver disease‐associated hepatocellular carcinoma (NAFLD‐HCC) [63]. Additionally, TUBB4B was confirmed to interact with p53 by using Co‐IP assays [64]. Moreover, we observed that PNLDC1 expression was significantly reduced in *TP53*‐mutant CRC samples, but not in those with *BRAF* mutations (Figure 1). Our results suggest that PNLDC1‐mediated degradation of *TUBB4B* mRNA impacted the p53–p21–CDK2–cyclin E2 pathway (Figures 2 and 6), reinforcing PNLDC1's tumor‐suppressive function in CRC [65, 66]. This connection was substantiated by the restoration of p53 and p21 levels when *TUBB4B* was silenced in *PNLDC1* KO cells, confirming the relationship between TUBB4B and p53 signaling in CRC (Figure 6).

MBZ, an FDA‐approved drug known for its inhibitory effect on TUBB4B, was found to reduce CRC cell proliferation and induce G2/M phase arrest in *PNLDC1* KO models. Furthermore, MBZ treatment effectively suppressed the growth of PTCs, positioning it as a promising candidate for CRC therapy targeting the PNLDC1‐TUBB4B axis [67, 68, 69]. These findings pave the way for future research into TUBB4B inhibitors as potential therapeutic agents, potentially in combination with current treatment regimens to enhance CRC patient outcomes. Preclinical reports in glioblastoma [70] and CRC [71] show sustained MBZ efficacy without resistance development. The ongoing Phase 3 trial (NCT03925662) monitoring resistance in metastatic colon cancer patients will provide further clinical validation [72]. Beyond its anti‐cancer potential, MBZ also exerts well‐established antiparasitic effects via partially overlapping mechanisms—namely, inhibition of microtubule polymerization by binding β‐tubulin subunits and blockade of glucose uptake in parasites [73, 74]. Notably, MBZ differs mechanistically from other microtubule‐targeting drugs such as paclitaxel, which stabilizes rather than destabilizes microtubules. This divergence raises the possibility that MBZ may act on TUBB4B with distinct specificity, meriting further mechanistic studies to clarify its precise molecular interactions in CRC and to distinguish its anti‐cancer actions from its antiparasitic properties.

Despite these advances, several limitations should be acknowledged. First, although PNLDC1 downregulation is a key event in CRC, its upstream regulatory mechanisms remain unclear. Future studies should explore transcriptional, epigenetic, or proteasomal control of PNLDC1 expression. Second, our in vivo validation was limited due to ethical constraints; long‐term models or patient‐derived organoids (PDOs) will be essential to assess therapeutic relevance and tumor heterogeneity. Third, while MBZ was identified as a promising TUBB4B inhibitor based on in silico interaction scoring, direct biochemical validation of MBZ–TUBB4B binding will be required in future studies. Additionally, although MBZ engages TUBB4B, its target specificity cannot be determined, and off‑target effects on other tubulin isoforms cannot be excluded. Moreover, while we identified *TUBB4B* as a major target of PNLDC1, the residual CDK2/cyclin E2 levels suggest additional downstream effectors may exist and warrant transcriptome‐wide mRNA stability profiling. Finally, given PNLDC1's ER localization and link to ATF4–CHOP, its role in ER stress response deserves further investigation as a potential node connecting mRNA decay to proteostasis.

In summary, this study identifies PNLDC1 as a key ER‐associated deadenylase with tumor‐suppressive functions in CRC. By regulating the degradation of *TUBB4B* mRNA, PNLDC1 influences cell cycle progression and p53 signaling. The PNLDC1–*TUBB4B* axis represents a novel target for CRC therapy, with MBZ showing promise in reversing the effects of PNLDC1 loss both in vitro and in patient‐derived models. These findings not only enhance our understanding of CRC's molecular underpinnings but also position PNLDC1 as a biomarker and a potential therapeutic target.

## 4 Materials and Methods

### 4.1 Clinical Samples

Matched tumor and adjacent non‐tumor tissues were collected from 91 CRC patients. Prior to sample collection, informed consent was obtained from patients or their relatives. The specimens were promptly frozen in liquid nitrogen and stored at −80°C until use. None of the patients received local or systemic treatments prior to surgery.

### 4.2 Cell Culture

The SW480, HCT116, and HEK293T cell lines were obtained from the American Type Culture Collection (ATCC, USA). HCT116 and SW480 cells were cultured in McCoy's 5A medium (Meilunbio, MA0314) and RPMI‐1640 medium (Sigma, R8758), respectively, while HEK293T cells were cultured in DMEM medium (Sigma, D5546). All media were supplemented with 10% fetal bovine serum (FBS; Yeasen, 40131ES), 100 U mL^−1^ penicillin, and 100 µg mL^−1^ streptomycin (Beyotime, C0222). Cells were maintained at 37°C in a humidified incubator with 5% CO_2_.

### 4.3 *PNLDC1* KO

*PNLDC1* KO in HCT116 cells was achieved using the CRISPR/Cas9 system. Cells were transfected with guide RNA (g1:5′‐TGCTTCACTAGGATGTATGGAGG‐3′, g2:5′‐AAGCTATGGCGTGTTCACTGTGG‐3′), and after 24 h cells were selected with 0.5 µg mL^−1^ puromycin (Beyotime, ST551) for 48 h. Individual clones were isolated and validated by sequencing, RT‐qPCR, and Western blotting.

### 4.4 Lentiviral Infection

HCT116 and SW480 cells in the logarithmic growth phase were seeded into 6‐well plates. After 12 h, the culture medium was replaced with virus suspension (MOI = 15) containing polybrene. After 16 h, the medium was replaced with fresh McCoy's 5A or RPMI‐1640 medium containing 10% FBS. Puromycin (4 µM) was added 48 h post‐infection, and the medium was refreshed every 2 days to remove non‐viable cells. The overexpression efficiencies measured by RT‐qPCR were 600% in HCT116 cells and 1816.7% in SW480 cells.

### 4.5 Colony Formation Assay

Cells (3 × 10^3^ cells/well) were plated in 6‐well plates and cultured for 14 days in a complete medium. Colonies were fixed with 4% paraformaldehyde (Servicebio, G1101) for 10 min, stained with crystal violet (Beyotime, C0121) for 8 min, washed with PBS, and counted by using ImageJ software.

### 4.6 Cell Proliferation Assay

Cell proliferation was assessed using the CCK‐8 kit (Solarbio, CA1210). Cells (8 × 10^3^ cells/well) were seeded in 96‐well plates and incubated at 37°C with 5% CO_2_. At 24, 48, 72, and 96 h, the medium was replaced with 100 µL of 10% CCK‐8 reagent in a serum‐free medium. Absorbance was measured after 1 h using a microplate reader (Molecular Devices, USA).

### 4.7 Transwell Assay

CRC cells (2 × 10^5^ cells/well) in serum‐free medium were seeded into the upper chambers of 8‐µm pore‐size Transwell inserts (Corning, 3422), with 30% FBS as a chemoattractant in the lower chamber. After 48 h at 37°C, cells were fixed with paraformaldehyde (Servicebio, G1101) for 30 min and stained with 0.1% crystal violet (Beyotime, C0121) for 20 min. Non‐migrated cells were removed, and migrated cells were counted under a microscope.

### 4.8 Wound Healing Assay

Cells (1.5 × 10^5^ cells/well) were plated in 12‐well plates. Upon reaching confluency, a wound was made using a 10 µL pipette tip. Medium with 3% FBS was added, and images were captured at 0, 24, 48, 72, and 96 h.

### 4.9 Cell Cycle

A cell cycle staining kit (Multi Sciences, CCS012) was used following the manufacturer's instructions. Cells at 50% confluence were incubated for 24 h, washed with PBS, and stained with Reagent A/B for 30 min at 37°C. Cell cycle distribution was analyzed using a CytoFLEX LX Analyzer (Beckman Coulter, China).

### 4.10 Apoptosis

Cells (1 × 10^6^ cells) were collected and washed with cold PBS. Apoptotic cells were detected using the Annexin V‐Alexa Fluor 488/PI Apoptosis Detection Kit (Yeasen, 40302ES) and analyzed with a CytoFLEX LX Analyzer (Beckman Coulter, China).

### 4.11 RT‐qPCR

Total RNA was extracted using the Hieff qPCR SYBR Green Master Mix (No Rox) kit (Yeasen, 19221ES). cDNA was synthesized with 200 ng of total RNA in a 10 µL reaction volume using transcriptase (Yeasen, 11120ES). RNAs were incubated at 25°C for 5 min, 42°C for 30 min, and 85°C for 5 min and stored at −20°C until RT‐qPCR was performed. The reverse transcription reaction was then diluted to a 30 µL total volume with double‐distilled H_2_O. RT‐qPCR was performed in Hieff UNICON Advanced qPCR SYBR Master Mix (Yeasen, 11185ES) with RT‐qPCR primer sequences (Table S2). Reactions were conducted in triplicate using the CFX96 Touch Real‐Time Detection System (Bio‐Rad, USA), and the program consisted of 2 min at 95°C and then 40 cycles of 95°C for 10 s, 60°C for 30 s followed by a melt curve at 60–95°C for 10 min. The ΔCt values from independent experiments were used to calculate the expression fold change using the 2^−ΔΔCt^ method.

### 4.12 WB Analysis

The total cell lysate was generated by lysing cells in a radioimmunoprecipitation assay (RIPA) buffer (Beyotime, P0013). Lysates were cleared by centrifugation at 12,000 rpm for 5 min (4°C). The clear lysate was mixed with SDS sample buffer (Yeasen, 20315ES). Protein extracts (10 µg per sample) were separated on 12% SDS‐PAGE gels and transferred to PVDF membranes. Membranes were blocked with 5% milk for 1 h and incubated overnight at 4°C with primary antibodies. Blots were visualized using Western‐HRP substrate (Millipore, USA) and detected with the Bio‐Rad ChemiDoc Touch system. Antibody details are listed in Table S1. Bands were normalized to β‐actin.

### 4.13 Cell‐Derived Xenografts

HCT116 cells (1 × 10^7^ cells in 0.2 mL Matrigel (Gibco, A14132)) were injected subcutaneously into the right flank of 4‐week‐old male NCG mice (GemPharmatech, China). For MBZ (MedChemExpress, HY17595) treatment, when tumors reached 100 ± 10 mm^3^, mice were randomized into vehicle and MBZ (50 mg kg^−1^) groups. MBZ were administered via oral gavage once daily, 5 days per week. Tumor length (*L*) and width (*W*) were measured with Vernier calipers, and tumor volume was calculated with the formula (*L* × *W* ^2^)/2. Mice were sacrificed via cervical dislocation when the tumor diameter reached 20 mm in any group of mice for analysis.

### 4.14 RIP

RIP assays were performed following established protocols [75]. Ten million cells were collected and lysed in RIP buffer (20 mM Tris‐HCl pH = 7.4, 100 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1% NP‐40, 100U RNase inhibitor, 1 × cocktail), and lysates were incubated with 6 µg anti‐PNLDC1 antibody‐coated beads (Proteintech, 25559‐1‐AP) overnight at 4°C. Immunocomplexes were washed with washing buffer for 3 times (20 mM Tris‐HCl pH = 7.4, 100 mM KCl, 1.5 mM MgCl_2_, and 0.2 mM EDTA), treated with proteinase K, and RNA was extracted using phenol/chloroform/isoamyl alcohol (125:24:1). Clean reads were aligned to the hg38 genome using bowtie2 (v2.5.1). Both input and RIP samples were prepared for next‐generation sequencing. RNA library standard: Total RNA content >1 µg concentration >20 µg µL^−1^; OD260/280: 1.7–2.5; OD260/230: 0.5–2.5, RIN >6; 28s/18s:1–5. RNA Clean reads were aligned to the hg38 genome using bowtie2 616 (v2.5.1). Both input and RIP samples were prepared for next‐generation sequencing by genomic consistency analysis was conducted by Beijing Biomarker Technologies Co. Ltd. (Beijing, China). RIP‐seq raw data are uploaded to GEO database, GEO Submission (GSE287213).

### 4.15 RNA Sequencing Data Processing and Analysis

Raw sequencing data were processed using fastp v0.23.4 to filter out low‐quality and low‐complexity reads and remove adapter sequences [76]. Cleaned reads were aligned to the hg38 reference genome in paired‐end mode using bowtie2 (v2.5.1) [77]. The resulting BAM files were converted to bigWig format using bamCoverage from deeptools (v3.5.3) [78] for chromosome coverage visualization. Custom R scripts were utilized to generate chromosome coverage plots.

Metagene plots were created using computeMatrix and plotProfile functions from deeptools (v3.5.3). Peak calling was performed with MACS2 (v2.2.9.1) [79] using the callpeak function, and highly reproducible peaks across replicates were identified using IDR (v2.0.4.2) [80]. After quality control checks, data from replicates were merged to generate a combined set of peaks for each group.

The overlap and intersection of peaks between cell lines were assessed using Venn diagrams generated by the intersect function in bedtools (v2.27.1) [81]. Motif analysis was conducted with MEME (v5.0.2) [82], restricting motif length to 6–10 bp and retaining motifs with significant E‐values (<10^−3^). Peak annotation, including overlapping gene locations, was performed with bedtools (v2.27.1) and reference gene annotation data from encode regions. Functional annotation of genes was done using the DAVID online database (https://david.ncifcrf.gov/; last accessed October 2023), focusing on cell cycle, apoptosis, and transcription regulation‐related genes. Genomic distribution of peaks was visualized using IGV (v2.16.2) [83].

### 4.16 Immunofluorescence

Cells or tissues were fixed in 4% paraformaldehyde (Servicebio, G1101) for 30 min at room temperature (for cell cultures) or overnight at 4°C (for tissues), washed with PBS for 3 times and blocked with blocking buffer (Beyotime, P0102). The samples were incubated with primary antibodies for 2 h at room temperature (cells) or 24 h at 4°C (tissues). Then, the samples were incubated with secondary antibodies (1:500) for 30 min at room temperature. Samples were imaged with an Olympus confocal microscopy. Antibody details are listed in Table S1.

### 4.17 HCR

On the first day, samples were fixed with 4% paraformaldehyde (Servicebio, G1101) and washed with PBST 5 times for 5 min. Hybridization buffer (50% formamide, 5 × sodium chloride sodium citrate, 9 mM citric acid pH = 6.0, 0.1% Tween‐20, 50 µg mL^−1^ heparin, 1 × Denhardt's solution, 10% dextran sulphate) and primers were added, and samples were incubated at 37°C overnight. Second day: washing with 300 µL probe wash buffer (50% formamide, 5 × sodium chloride sodium citrate, 9 mM citric acid pH = 6.0, 0.1% Tween‐20, 50 µg mL^−1^ heparin) 3 times for 15 min at 37°C, followed by washing with 1 mL 5 × sodium chloride sodium citrate and 0.1% Tween‐20 at room temperature 3 times for 15 min. Then amplification was performed by incubating samples with amplification buffer (5 × sodium chloride sodium citrate, 0.1% Tween‐20, 10% dextran sulphate) and amplifier (Sangon Biotech, China) at room temperature overnight. Third day: washing with 1 mL 5 × SSCT (0.75 M NaCl, 0.075 M Sodium citrate, 0.1% Tween‐20) 5 min for 2 times, then washing with 1 mL 5 × SSCT 30 min for 2 times, then washing with 1 mL 5 × SSCT for 5 min. Then samples were imaged with an Olympus confocal microscope.

### 4.18 Cell Division Assay

Prior to fixation, cells were synchronized using 2 mM thymidine block for 17 h followed by release into fresh medium for 8 h. To enrich for mitotic cells, cultures were subsequently treated with 10 ng mL^−1^ nocodazole for 5 h to depolymerize microtubules. Following this treatment, cells were fixed and subjected to dual immunofluorescence staining.

### 4.19 Co‐IP

Fresh CRC tissues from surgical resection was snap‐frozen in liquid nitrogen and stored at −80°C until use. Fifty milligram CRC tissue were disrupted in 1 mL lysis buffer (20 mM Tris‐HCl pH = 7.4, 100 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1% NP‐40, 100U RNase inhibitor, 1 × cocktail). After centrifugation, supernatants were incubated with 6 µg anti‐TUBB4B antibody (Santa Cruz, sc‐134230) or 6 µg anti‐p53 antibody (Proteintech, 20683‐2‐Ig)‐coated beads respectively overnight at 4°C. Immunocomplexes were washed with washing buffer for 3 times (20 mM Tris‐HCl pH = 7.4, 100 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA) and analyzed by WB.

### 4.20 PTCs Testing

Biopsy samples were collected and processed by Zhejiang Jiji Precision Medicine Co., Ltd. (China). PTCs were generated and treated with MBZ. Drug response data were provided within 2 weeks of biopsy collection, following protocols from prior research [32].

### 4.21 Statistical Analysis

Data were analyzed using GraphPad Prism 9 and presented as mean ± s.d. Statistical significance was determined using Student's *t*‐test, with *p*‐values < 0.05 considered significant. All Western blot and dot–blot images are representative of three independent experiments.

### AI Statement

The authors used DeepSeek‐V4 for language editing purposes only. No AI tools were employed in data analysis, figure preparation, or the generation of scientific content. All authors have reviewed and take full responsibility for the final manuscript.

## Author Contributions

Methodology: L.L., Y.G., Z.M., W.Y., Z.X., Z.C., and F.Y. Software: L.S., T.Z., and Z.L. Resources: Y.Q and G.C. Funding acquisition: X.Y, X.C, and L.H. Writing: L.L,X.L, and S.O. Supervision: X.C, Y. Y, and L.H.

## Ethical Approval Statement

All animal experiments were approved by the Animal Experimentation Ethics Committee of Zhejiang University (Approval No. ZJU20230105). All participating patients were informed and written informed consent was obtained from all participants. All procedures involving human subjects were conducted in accordance with the principles of the Declaration of Helsinki. All patient‐related experiments were approved by the Institutional Ethical Board of the Zhejiang Chinese Medical University (Project No. 2024‐KL‐023‐01).

## Funding

This study was supported by the National Natural Science Foundation of China (No. 32271311 and No. 82200784).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: exp270222‐sup‐0001‐SuppMat.docx.

**Supporting File 2**: exp270222‐sup‐0002‐TableS4.xlsx.

## Data Availability

The FASTQ files and processed data for bulk RNA‐seq reported in this paper were deposited to the Gene Expression Omnibus database under accession numbers GSE287213.

How the deposited data were processed for this re-analysis (not part of the article)

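RNA bound to PNLDC1 or to IgG beads was sequenced from HCT116 and HEK293T cells, with 2 libraries in each of 4 groups. The authors trimmed the reads with fastp 0.23.4 and aligned them in pairs to hg38 with bowtie2 2.5.1. The paper's methods also name deepTools 3.5.3, MACS2 2.2.9.1 and bedtools 2.27.1 for coverage and peaks. The authors deposited one table with a raw count, an FPKM value, a length and GO annotations per gene model. The FPKM values are the deposited counts per kilobase of the listed length, scaled to the library's total, and were not used in any test. The counting tool, the use of strand and the treatment of reads that match several genes are not given in the sources used here. The table holds gene counts and no peaks, so where along a transcript reads lie was not analysed here, nor were input libraries. Some results are withheld and not reported here.

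Each column's group and replicate were taken from the sample labels, and no per-sample column was left out. The table lists 22312 gene models of 19514 names, since copies on alternate loci have their own models, and 259 of the tested models are such copies. Genes were kept with edgeR's filterByExpr over the 4 groups (12917 genes). Counts were scaled by TMM and fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) with 1 coefficient per group over all 8 libraries, which leaves 4 residual degrees of freedom. Contrasts were PNLDC1 minus IgG in each line and the difference between the lines, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each line was also fitted on its own 4 libraries, which leaves 2 residual degrees of freedom. A fold against a group at 0 counts is a lower bound against a floor of 3 counts over that group, and covers counting error only. The paper's text names Student's t-test for its statistics in general and no gene-level test for RIP-seq.

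The gene lists were S phase, G2/M phase, positive cell cycle regulators, DNA damage checkpoint, RNA polyadenylation, ER unfolded protein response, Golgi localization, cilium organization, tubulins, mRNA decay, p53 targets, mitochondrial-encoded mRNAs, cytosolic ribosomal proteins, replication-dependent histones, secreted and membrane proteins, noncoding RNAs, epithelial markers of HCT116, HEK293T markers, the piRNA pathway and the genes the paper names. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. Camera compares a list with the other genes, and fry tests it against no change. The deposited table's GO terms for RNA polyadenylation, the ER unfolded protein response, protein localization to the Golgi and cilium organization were tested in the same family. Terms named cell cycle G2/M phase transition and mitotic DNA damage checkpoint signaling were sought but were not among the lists tested. The closest GO terms were added as a separate family. The table lists none of the 13 mitochondrial-encoded mRNAs and none of the 28 noncoding RNAs under the names used. The named genes were chosen by a rule fixed together with the lists: in each line the 10 genes with the largest positive and the 5 with the largest negative log2 fold change among those that passed with both PNLDC1 libraries on one side of both IgG libraries, the genes the paper names, and the 3 genes of each list with the smallest p.

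Transcript GC content, lengths and the A content of 3′ UTRs came from the GENCODE annotation of hg38 for 12825 of the tested genes (99.3%). The GC correction is a lowess curve of log2 CPM on GC content in each library, fitted on genes with a mean log2 CPM over 5 and added as an offset, and was chosen after the trend had been seen. The motif was read from the letters of the logo in Fig. 4H, over 10 positions. The normalized enrichment score came from fgsea 1.28.0 on the signed test statistic. Other alternatives were DESeq2 1.42.0, limma-trend on log2 CPM with a prior count of 2, library size without TMM, no filter, at least 10 counts in every library, an absolute log2 fold change of at least 1, the replicate number as a block, each library left out in turn, and gene models of one name summed.

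The fits were tested on simulated counts with 200 genes changed per line. With each line drawn at its own spread, the fit over all 8 libraries recovered 15.2% of genes changed by a log2 fold change of 1 and 36% of those changed by 2 in HCT116, with 57.6% false calls of 125. In HEK293T it recovered 3% and 26% with 0 false calls of 29. Each line on its own recovered 6.59% and 19.2% in HCT116 with 7.41% false calls of 27, and 77% and 88% in HEK293T with 5.17% false calls of 174. DESeq2 over all 8 libraries gave 90.9% false calls of 1263 in HCT116, and limma-trend gave 77.2% of 263. In HEK293T these were 1.18% of 85 and 4.17% of 24. DESeq2 on each line alone gave 66.5% of 200 in HCT116 and 0.645% of 155 in HEK293T. When both lines were drawn with one spread, the share of false calls of the fit over all 8 libraries was 2.13% in HCT116 and 3.77% in HEK293T. With no gene changed, this fit made 0 calls in either line, with one spread or with each line at its own. DESeq2 over all 8 libraries then made 1064 in HCT116 and 0 in HEK293T with each line at its own spread. With one spread it made 41 in HCT116 and 73 in HEK293T. Fitted on each line alone, at its own spread, DESeq2 made 117 in HCT116 and 0 in HEK293T. When the cilium list was raised by 0.5 on the log2 scale, camera found it in HCT116 (adjusted p = 0.000946) and in HEK293T (adjusted p = 6.31e-41) and called 0 of 17 other lists.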

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

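The tests of zero counts in HCT116 were set before their results were seen, while the tests of GC content and of TUBB4B below were chosen after the trend had been seen.

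In the fit over all 8 libraries the change with PNLDC1 differed between the lines for 3 genes. The difference, HCT116 minus HEK293T, was 0.871 for EIF5B (standard error 0.07), 0.897 for HMGB2 (standard error 0.07) and -10.9 for MAN2A2 on the log2 scale, each with an adjusted p of 0.0474 from edgeR, and each passed the test of the difference itself. The MAN2A2 value comes from counts of 261 and 191 with IgG against 0 and 0 with PNLDC1 in HCT116, where the HEK293T counts were 683 and 614 against 651 and 576, and a fitted value of such a gene depends on the prior count. None of these differences passed without any one of the 4 HEK293T or 2 HCT116 IgG libraries.

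The list of cytosolic ribosomal proteins also differed between the lines, with an adjusted p of 6.33e-13 from camera at the preset correlation, 0.339 with an estimated correlation and 0.0433 from fry, which tests against no difference, and 6 of its 78 genes had a higher log2 fold change in HCT116 than in HEK293T. Among genes the paper does not discuss, RPS15 (log2 fold change 0.479) and RPS19 (0.501) passed in HEK293T, and all 74 genes that were higher in HCT116 lie outside those it names.

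Genes lower in HCT116 were often absent from the PNLDC1 libraries. With a count of at least 30 in both IgG libraries and 0 in both PNLDC1 libraries there were 152 genes, against 17 the other way round and 0 in HEK293T in either direction, and 710 genes were at 0 in one HCT116 PNLDC1 replicate and at 100 or more in the other, against 58 for IgG. Lower recovery of these transcripts by the PNLDC1 antibody in both lines is argued against, since the 205 called genes at 0 had a median HEK293T log2 fold change of 0.00814 (95% bootstrap interval -0.0578 to 0.111). Few captured molecules, with genes dropping out of each PNLDC1 library independently, stays open: 409 of 10610 genes counted in both IgG libraries were at 0 in both PNLDC1 libraries, 1.37 times (SD 0.0381) the 298 expected from independent dropout at matched counts, within the bound of 2 set beforehand but above 1. The other way round 34 genes were at 0 in both IgG libraries against 6.86 expected. No spread was computed and no bound was set beforehand for this direction, so no conclusion is drawn from it. A difference in HCT116 biology stays untested.

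In HEK293T the fold change correlated with the GC content of the transcript (Spearman's rho 0.789 across 4506 genes with a mean log2 CPM over 5, which are not independent replicates). Differences between libraries of the size seen between replicates are argued against: the smallest slope between an IgG and a PNLDC1 library was 3.38 times the largest between replicates (0.229 against 0.0678 log2 units per 10 points of GC). The A content of the 3′ UTR as the whole source is argued against, since the partial rank correlation of the fold change with GC content given A content was 0.549. That with A content given GC content was -0.173, where enrichment of A-rich 3′ UTRs would give a positive value. A lower fold change of transcripts with A-rich 3′ UTRs, as a part of the trend, stays open. Whether library preparation differed between IgG and PNLDC1 samples is not given in the sources used here. If it did, it cannot be told apart from the antibody by these values, and the HCT116 slopes were also positive, 0.177 on average. Binding that favours GC-rich transcripts therefore stays open as well.

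TUBB4B was higher in HEK293T PNLDC1 samples with that line fitted on its own (log2 fold change 0.42, standard error 0.06, adjusted p = 3.37e-06). After the GC correction its log2 fold change was 0.087 (standard error 0.0541, adjusted p = 0.411), and the call ended because the fold shrank and not because the error grew, which is consistent with the GC trend as a source of it; the correction was fitted on the same libraries. Reads shared between tubulin genes cannot be told apart from a change of TUBB4B, since the counting of such reads is not given: the other 14 tested tubulin genes had a median of 0.117, with 4 of them higher and 0 lower. A specific binding of TUBB4B mRNA stays open, untested beyond these values.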

How the results depend on the processing

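The tests with a GC correction, those of each line on its own with DESeq2, a block or a library left out, and the feature associations outside the main fit were chosen after the data had been seen.

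The single genes counted here were those of the naming rule except TUBB4B, with the differences between the lines, 165 results. Of 2428 values under alternatives set in advance, 1949 kept their direction and side of the threshold and 259 fell short of it. A further 171 passed it, 49 moved without passing and 0 reversed past the threshold. For the added alternatives these were 926, 164, 307, 40 and 0 of 1437. For the list tests they were 529, 9, 9, 53 and 0 of 600, and 98, 2, 0, 27 and 0 of 127. A result that passed in neither the main fit nor the alternative counts as kept, so these totals do not measure how stable the calls were.

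The numbers of genes higher and lower in HCT116 (74 and 314) were 838 and 1232 with DESeq2, which puts 40.5% of calls among the higher genes against 19.1%, 115 and 473 with limma-trend, and 0 and 0 with HCT116 on its own, alone or with a GC correction. With DESeq2 on its own line 257 were higher, by a fit that gave 66.5% false calls in HCT116 when each line was simulated at its own spread. Requiring an absolute log2 fold change of at least 1 left 37 higher. A filter of at least 10 counts in every library gave 65 higher and 29 lower, 69.1% of calls higher. Of the 314 lower genes 87 were still tested under it, and 28 of these were still lower. The HEK293T counts (2 and 3) were 325 and 286 with DESeq2, 29 and 15 with at least 10 counts in every library, 1565 and 1342 on its own, 342 and 474 on its own with a GC correction, 1290 and 1053 on its own with DESeq2, 0 and 0 with the GC correction, and 0 and 1 at an absolute log2 fold change of at least 1, with 5 higher under no filter. Genes higher in both lines (0) were 131 with DESeq2, 125 with DESeq2 on each line, 2 with library size only, 1 with no filter and 7 with at least 10 counts. Genes that differed between the lines (3) were 784 with DESeq2, 5 with limma-trend and 1 at an absolute log2 fold change of at least 1. Lists called in HCT116 (0) were 7 with fry, and lists called in HEK293T (3) were 0 with an estimated correlation, 0 with fry, 1 on its own line, 1 with the GC correction and 1 with both. The 7 held positive cell cycle regulators, DNA damage checkpoint, p53 targets and ER unfolded protein response. They also held secreted and membrane proteins, RNA polyadenylation and its GO term. The median log2 fold change was below 0 in each of the 7, from -0.43 to -0.11, against -0.076 over all genes tested. With HCT116 fitted on its own, none of the 7 passed with fry. The adjusted p of the G2/M list in HEK293T (0.0269, lower) was 0.259 with an estimated correlation, 0.0829 on its own line, 0.953 with the GC correction and 0.937 with both, then pointing up, while fry, which tests a list against no change and not against other genes, gave 0.171. The cause was not tested.

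The log2 fold change of TUBB4B in HCT116 was -0.050 with the GC correction and -0.053 with the GC correction on its own line. In HEK293T (0.42, not passing) it passed on its own line at 0.42 with edgeR, 0.42 with DESeq2 and 0.42 with a block, and did not pass with the GC correction, at 0.086 over all 8 libraries and 0.087 (adjusted p = 0.411) on its own line.

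The rank correlation of the fold change with the A content of the 3′ UTR, the length of the 3′ UTR and the coding length was -0.517, -0.269 and -0.115 in HEK293T, and -0.394, -0.205 and -0.0879 with no filter, -0.647, -0.344 and -0.131 with at least 10 counts, and -0.0596, -0.0412 and -0.17 with the GC correction. In HCT116 (-0.176, -0.105 and -0.000645) it was -0.262, -0.144 and 0.0365 with at least 10 counts, and -0.0282, -0.0283 and -0.00541 with the GC correction, with a coding length value of -0.0159 with a block and -0.0152 with limma-trend. The coding length value turned positive without HCT116 IgG replicate 1 (0.0113) or replicate 2 (0.00401).

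The replicate numbers did not pair the samples (correlation of same-numbered deviations 0.029 in HCT116 and -0.061 in HEK293T). With the replicate number as a block over all 8 libraries the calls were 0 higher and 0 lower in HCT116, 0 and 0 in HEK293T and 0 between the lines; on each line, 0 and 0 in HCT116 and 1563 and 1331 in HEK293T.

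With each library left out in turn over all 8 libraries, the counts ran from 0 to 764 higher and 0 to 2525 lower in HCT116, and from 0 to 37 higher and 0 to 18 lower in HEK293T. Genes that differed between the lines ran from 0 to 2269, genes higher in both from 0 to 17, lists from 0 to 0 in HCT116 and 1 to 4 in HEK293T, and the adjusted p of the G2/M list from 0.0252 to 0.131. TUBB4B ran from -0.25 to 0.39 in HCT116 and from 0.32 to 0.49 in HEK293T. The correlations with A content, 3′ UTR length and coding length ran from -0.18 to -0.0783, -0.0998 to -0.0453 and -0.0106 to 0.0113 in HCT116, and -0.49 to -0.422, -0.255 to -0.211 and -0.108 to -0.0834 in HEK293T. On its own line, HCT116 gave 0 higher and 0 lower without IgG replicate 1 or 2, 112 and 133 without PNLDC1 replicate 1, and 212 and 856 without PNLDC1 replicate 2, where TUBB4B was -0.19. HEK293T on its own gave 977 and 831 (TUBB4B 0.36) and 1369 and 1054 (0.48) without IgG replicate 1 and 2, and 1084 and 908 (0.33) and 1368 and 1049 (0.51) without PNLDC1 replicate 1 and 2, with TUBB4B passing each time. The lone library of a group was assumed to vary like the others. A fit of each line gives no value for their difference, and no pseudocount was varied since counts were tested. With 2 libraries per group, most simulated changes in HCT116 were missed. On its own line 6.59% were recovered at a log2 fold change of 1 and 19.2% at 2, against 36% at 2 over all 8 libraries.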

Differences from the paper's values

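The normalized enrichment score for positive regulation of the cell cycle is about -1.7 in Fig. 4G, read by eye, the paper's value, with the gene set and cell line not given. It stands beside a curve that peaks above 0, so its sign is in doubt, and the legends of panels F and G seem to be exchanged. For the 37 tested genes listed here as positive cell cycle regulators it was -1.01 in HCT116 (gene permutation p = 0.468 from fgsea) and 1.01 in HEK293T (gene permutation p = 0.425). Of the alternatives set before the data were examined, leaving out HCT116 PNLDC1 replicate 1 brought the HCT116 score to -1.16 (gene permutation p = 0.249), within 1.5 times the paper's value. The HCT116 score ran from -1.12 to -0.784 under the others, and the HEK293T score from -0.944 to 1.17 under all of them, none of which came within that range at the rounded value. The -1.12 in HCT116, from limma-trend, would come within it at the figure's value before rounding, and with the sign turned the 1.17 in HEK293T, with no filter, would also.

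For TUBB4B the paper reports RT-qPCR after RIP, mRNA decay and HCR (Fig. 4I, J and L). It also reports its levels after PNLDC1 knockout or overexpression (Fig. 5). The RIP counts test neither the decay, the HCR nor these levels. Like RT-qPCR after RIP, they measure TUBB4B mRNA in RIP samples, but by another method, and the legend of Fig. 4I names no cell line. The paper further presents TUBB4B as a target of PNLDC1 with reads from HCT116 (Fig. 4H). Its log2 fold change at the gene level was 0.10 in HCT116 (adjusted p = 0.905) and did not pass under any setting run for that line, with 0.44 (adjusted p = 0.0761) the highest, on its own line without PNLDC1 replicate 1, a setting chosen after seeing the values. In HEK293T, TUBB4B passed when that line was fitted on its own (0.42, adjusted p = 3.37e-06), and, in settings chosen after seeing the values, also on its own with DESeq2 (adjusted p = 5.64e-07), with a block (adjusted p = 2.73e-07) and without any one of its libraries. It did not pass over all 8 libraries (adjusted p = 0.880; 0.125 by DESeq2), nor on its own with a GC correction, also chosen after seeing the values (0.087, adjusted p = 0.411).

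The paper reports that target mRNAs belong to cell cycle regulation (Fig. 4F and G). Its methods annotate genes at called peaks, while the lists here were tested on PNLDC1 over IgG counts of whole genes, another measure. Of the 4 cell cycle lists, none shifted upward in either line, the G2/M list was lower in HEK293T over all 8 libraries (adjusted p = 0.0269) but did not pass with an estimated correlation (adjusted p = 0.259), on its own line (0.0829) or with a GC correction chosen after seeing the values (0.953, and 0.937 pointing up on its own line), and NASP in HCT116 was the member that was higher in the fit over all 8 libraries. With HEK293T fitted on its own, 8 G2/M genes, 3 S phase genes, 7 positive regulators and 3 checkpoint genes were higher, against 14, 10, 4 and 8 lower.

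The paper reports a preference for adenine-rich motifs and for 3′ UTRs in the peaks of both lines (Fig. 4D and E). At the gene level the fold change was lower for transcripts with more A in the 3′ UTR, with a rank correlation of -0.176 in HCT116 and -0.517 in HEK293T across genes, which are not independent replicates, and of -0.0282 and -0.0596 after a GC correction chosen after seeing the values. Gene counts cannot show where in a transcript the peaks lie.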

Other observations

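The test of the motif below was chosen after the other results had been seen, and the GO terms of the whole table were added after the data had been seen.

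Transcripts of cytosolic ribosomal proteins, the protein parts of the ribosome, were higher as a group in HEK293T PNLDC1 samples by camera at the preset correlation. The list did not pass with an estimated correlation. Nor did it pass with fry, against no change (adjusted p = 0.0586, and 0.0796 on its own line). The median log2 fold change of the 78 tested was 0.18, with 69 above 0 (adjusted p = 2.26e-29 from camera at the preset correlation; adjusted p = 0.259 with an estimated correlation), and 2 passed, 31 when adjusted over the list alone and 49 with HEK293T fitted on its own. RPL18, of the large subunit, had a log2 fold change of 0.59 (standard error 0.06, adjusted p = 0.0683, and 1.42e-14 on its own line). In HCT116 the list did not pass as a whole (adjusted p = 0.980) and 4 members were lower, among them RPL7 (log2 fold change -0.59, standard error 0.08, adjusted p = 0.0361), RPL21 (-0.48, standard error 0.06, adjusted p = 0.0361) and RPL24 (-0.24, standard error 0.04, adjusted p = 0.0383), with RPL10A named after its values were seen; 2 were higher and 6 lower when adjusted over the list alone, and none passed with HCT116 fitted on its own or without any one of the 4 HEK293T libraries, nor RPL7 and RPL24 with a GC correction chosen after the data were seen. RPL7 (adjusted p = 0.0557 and 0.0531) and RPL24 (0.0883 and 0.0791) did not pass without HCT116 IgG replicate 1 or 2, nor RPL21 (0.0531) without replicate 2. Over all 859 GO terms tested, 17 were higher and 1 lower in HEK293T, and none passed with an estimated correlation. They included glycolysis (21 genes, median 0.34, adjusted p = 0.000853) and mitochondrial translation (34 genes, median 0.19, adjusted p = 0.0223). With HEK293T fitted on its own 14 of 816 were higher and 0 lower, with mitochondrial translation among them (34 genes, adjusted p = 0.0276) and glycolysis not (20 genes, median 0.27, adjusted p = 0.0834). None of the 859 passed in HCT116. The whole set of GO terms was not tested with a GC correction.

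The keratin genes KRT18 and KRT8 were higher in HCT116 PNLDC1 samples, KRT18 by a log2 fold change of 0.46 (standard error 0.06, adjusted p = 0.0361) and KRT8 by 0.54 (standard error 0.09, adjusted p = 0.0386), the 2 of 14 epithelial markers that were higher (2 higher and 1 lower when adjusted over the list alone; list adjusted p = 0.704). Neither passed with HCT116 fitted on its own, nor without any one of the 4 HEK293T or 2 HCT116 IgG libraries. The same 2 genes had log2 fold changes of 0.51 and 0.47 in HEK293T and passed there with that line fitted on its own (adjusted p = 1.21e-06 and 2.28e-04), KRT8 not with a GC correction chosen after the data were seen (adjusted p = 0.422). The list did not pass as a whole in HEK293T over all 8 libraries (14 tested, adjusted p = 0.774) or on its own line (6 tested, adjusted p = 0.332). Of 50 secreted and membrane proteins, 2 were lower in HCT116 (7 when adjusted over the list alone; list adjusted p = 0.364), NCSTN of the gamma-secretase (at least 44.4-fold lower) and COL4A5, a collagen chain (at least 17.2-fold lower), and none passed in HEK293T over all 8 libraries (list adjusted p = 0.339), where BSG had a log2 fold change of 0.71 (standard error 0.13, adjusted p = 0.193). The bounds for NCSTN and COL4A5 cover counting error only. No replication-dependent histone of 29 passed in HCT116 (list adjusted p = 0.980, with 1 higher and 2 lower when adjusted over the list alone) or HEK293T (adjusted p = 0.179) over all 8 libraries. The same held for 32 mRNA decay genes (0.980 and 0.283), 26 p53 targets (0.980 and 0.774), 9 HEK293T markers (0.980 and 0.377), 6 genes of the piRNA pathway (0.822 and 0.774) and 26 genes the paper names (0.980 and 0.420, with 1 higher in HEK293T when adjusted over the list alone, ACTB). The fry test, against no change, gave adjusted p-values of 0.0262 for p53 targets and 0.0209 for secreted and membrane proteins in HCT116. Their median log2 fold changes there were -0.19 and -0.34. With HEK293T fitted on its own, 13 of 50 secreted and membrane proteins were higher and 9 lower, and 8 of 26 genes the paper names were higher and 6 lower. There 3 mRNA decay genes were higher and 5 lower, 2 p53 targets were higher and 4 lower, 1 of 28 histones was higher and 0 lower, and 0 HEK293T markers were higher and 2 lower. None of these lists passed as a whole there, and none that did not pass is read as a direction. Of 469 genes of the table's GO term for the cell cycle, looked at after the data had been seen, 5 were higher and 12 lower in HCT116 (adjusted p = 0.835) and none passed in HEK293T over all 8 libraries (adjusted p = 0.158). On that line alone 57 of 464 were higher and 92 lower (adjusted p = 0.130).

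PNLDC1 mRNA had counts of 22 and 0 with IgG and 0 and 0 with PNLDC1 in HCT116, and of 530 and 525 with IgG and 350 and 314 with PNLDC1 in HEK293T (log2 fold change -0.68, standard error 0.15, adjusted p = 0.000612 with HEK293T fitted on its own; adjusted p = 1 over all 8 libraries). The log2 fold changes of the 2 lines correlated across 12917 genes with Pearson's r = 0.0304 and Spearman's rho 0.156. Across the 523 genes with a mean log2 CPM over 8 these were 0.512 and 0.498. Genes are not independent replicates.

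A hypothesis was that PNLDC1 samples hold more of the transcripts that carry the motif of Fig. 4H. Of 12825 transcripts, 1221 carry it, and the difference of their mean log2 fold change from that of other transcripts was -0.0429 in HEK293T, against -0.0297 on average over permutations within strata of GC content and length (one-sided permutation p = 0.782), while in HCT116 the difference was 0.0715 against -0.0224 (one-sided permutation p = 0.0905), with medians of -0.12 with the motif and -0.0714 without. The letters of the logo were read by eye, and a match anywhere in a transcript is wider than a peak.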
